# The nonvesicular sterol transporter Aster-C plays a minor role in whole body cholesterol balance

**DOI:** 10.3389/fphys.2024.1371096

**Published:** 2024-04-17

**Authors:** Rakhee Banerjee, Rachel C. Hohe, Shijie Cao, Bryan M. Jung, Anthony J. Horak, Iyappan Ramachandiran, William J. Massey, Venkateshwari Varadharajan, Natalie I. Zajczenko, Amy C. Burrows, Sumita Dutta, Maryam Goudarzi, Kala Mahen, Abigail Carter, Robert N. Helsley, Scott M. Gordon, Richard E. Morton, Christopher Strauch, Belinda Willard, Camelia Baleanu Gogonea, Valentin Gogonea, Matteo Pedrelli, Paolo Parini, J. Mark Brown

**Keywords:** cholesterol, lipoprotein, metabolism, steroid hormone, oxysterol

## Abstract

**Introduction:**

The Aster-C protein (encoded by the *Gramd1c* gene) is an endoplasmic reticulum (ER) resident protein that has been reported to transport cholesterol from the plasma membrane to the ER. Although there is a clear role for the closely-related Aster-B protein in cholesterol transport and downstream esterification in the adrenal gland, the specific role for Aster-C in cholesterol homeostasis is not well understood. Here, we have examined whole body cholesterol balance in mice globally lacking Aster-C under low or high dietary cholesterol conditions.

**Method:**

Age-matched *Gramd1c* ^+/+^ and *Gramd1c* ^−/−^ mice were fed either low (0.02%, wt/wt) or high (0.2%, wt/wt) dietarycholesterol and levels of sterol-derived metabolites were assessed in the feces, liver, and plasma.

**Results:**

Compared to wild type controls (*Gramd1c* ^+/+^) mice, mice lacking*Gramd1c* (*Gramd1c* ^−/−^) have no significant alterations in fecal, liver, or plasma cholesterol. Given the potential role for Aster C in modulating cholesterol metabolism in diverse tissues, we quantified levels of cholesterol metabolites such as bile acids, oxysterols, and steroid hormones. Compared to *Gramd1c* ^+/+^ controls, *Gramd1c* ^−/−^ mice had modestly reduced levels of select bile acid species and elevated cortisol levels, only under low dietary cholesterol conditions. However, the vast majority of bile acids, oxysterols, and steroid hormones were unaltered in *Gramd1c* ^−/−^ mice. Bulk RNA sequencing in the liver showed that *Gramd1c* ^−/−^ mice did not exhibit alterations in sterol-sensitive genes, but instead showed altered expression of genes in major urinary protein and cytochrome P450 (CYP) families only under low dietary cholesterol conditions.

**Discussion:**

Collectively, these data indicate nominal effects of Aster-C on whole body cholesterol transport and metabolism under divergent dietary cholesterol conditions. These results strongly suggest that Aster-C alone is not sufficient to control whole body cholesterol balance, but can modestly impact circulating cortisol and bile acid levels when dietary cholesterol is limited.

## Introduction

In most mammalian cells the majority of cholesterol resides in the plasma membrane (PM), yet feedback regulation of cholesterol synthesis and metabolism of cholesterol happens at intracellular membranes of the endoplasmic reticulum (ER), mitochondria, and nucleus. Therefore, the trafficking of PM cholesterol to intracellular organelles is tightly controlled to maintain cellular homeostasis. A recently identified family of ER-resident proteins called Asters (Aster-A, -B, and -C) form membrane-membrane contact sites to facilitate the transfer cholesterol away from the PM (Sandhu et al., 2018; Naito et al., 2019; Ferrari et al., 2020; Ferrari et al., 2023; Xiao et al., 2023). Aster-B was first described as a liver X receptor (LXR)-stimulated cholesterol transporter that facilitates PM-to-ER sterol transfer for cholesterol ester (CE) storage in the adrenal gland (Sandhu et al., 2018). More recently, Aster-C was found to be a direct transcriptional target gene for the farnesoid X receptor (FXR) in the liver where it plays a role in reverse cholesterol transport (RCT) (Xiao et al., 2023). Although there is emerging evidence of functional redundancy in some tissues, all three Asters (A, B, and C) have been implicated in both intestinal and hepatic cholesterol trafficking under certain conditions of fasting and re-feeding (Ferrari et al., 2023; Xiao et al., 2023). However, the specific individual role for each Aster protein in regulating whole body cholesterol balance under conditions of excess dietary cholesterol is not well understood.

Although only 5 years have passed since their original discovery as sterol transporters by Tontonoz and colleagues (Sandhu et al., 2018), there has been rapid progress to understand the relative and tissue-specific roles each ASTER family member plays in cholesterol transport. Each Aster has a cholesterol-binding pocket that is near the N-terminal GRAM domain and are tethered to the ER via a transmembrane domain at the C terminus. The GRAM domain plays a central role in binding the plasma membrane (PM) at PM-ER contact sites where Asters can facilitate nonvesicular transfer of cholesterol to the ER for esterification or feedback regulation of *de novo* cholesterol synthesis via the sterol regulatory element-binding protein cleavage-activating protein (SCAP-SREBP) system (Sandhu et al., 2018). In addition to their roles in cellular cholesterol transport, Aster proteins have also been shown to transport carotenoid lipids (Bandara et al., 2022). Aster-C specifically has also been implicated in regulating autophagosome biogenesis and mitochondrial bioenergetics (Ng et al., 2022; Charsou et al., 2023), but how the lipid transporting function of Aster-C facilitates autophagy is still incompletely understood. One potential clue is that Aster-C has been reported to activate mTORC1 (Zhang et al., 2020), which is a master regulator of nutrient sensing and autophagy. Several recent reports have linked differential expression of *GRAMD1C* to diverse cancers including hepatocellular carcinoma, clear cell renal carcinoma, and breast cancer (Hao et al., 2019; Li et al., 2022; Fan et al., 2023; Gong et al., 2023). Although there is emerging evidence that Aster-C can facilitate sterol transport and potentially signal transduction, the relative role that Aster-C plays in tissue and whole body sterol homeostasis has yet to be defined. Here we address this gap by studying sterol balance in *Gramd1c*-deficient mice under conditions of limited *versus* excess dietary cholesterol.

## Methods

### Mouse studies

*Gramd1c* knockout mice were obtained from MMRRC UC Davis, strain 047990-UCD, *C57BL/6N-Atm1Brd Gramd1ctm1a(KOMP*)*Wtsi/JMmucd.* A breeding colony was developed at the Cleveland Clinic after the mice were genotype confirmed using a commercial partner (Transnetyx, Inc., Cordova, TN, United States). Heterozygous (*Gramd1c* ^+/−^) mice were interbred to generate littermate controls. At 8 weeks of age, female wild type (*Gramd1c* ^+/+^) or *Gramd1c* knockout mice (*Gramd1c* ^−/−^) were switched from standard rodent chow to one of two experimental synthetic diets containing low (0.02%, wt/wt) or high (0.2%, wt/wt) levels of dietary cholesterol. These experimental diets were synthesized by Envigo—Teklad Diets (Madison, WI, United States) and additional information can be found for each of these diets by referencing the following diet numbers: TD.130,104 (low cholesterol diet) and TD.160,514 (high cholesterol diet) from our previous work (Pathak et al., 2020). Mice were maintained on these diets over a period 4 consecutive weeks, and phenotyped as described below for sterol and bile acid homeostasis. In a subset of male mice, we studied liver X receptor-driven alterations in sterol balance. For LXR agonist studies, the LXR agonist GW3965 was suspended in a vehicle containing 1.0% carboxymethylcellulose (CMC) and 0.1% Tween 80. Mice were gavaged with either vehicle or 40 mg/kg GW3965 once daily for a period of seven consecutive days. All mice were maintained in an Association for the Assessment and Accreditation of Laboratory Animal Care, International-approved animal facility and all experimental protocols were approved by the Institutional Animal Care and Use Committee (IACUC) of the Cleveland Clinic (IACUC protocol # 00002499 and 00003201).

### Standardized necropsy conditions

To keep results consistent, the vast majority of experimental mice were fasted for 4 h (from 9:00 a.m. to 1:00 p.m.) prior to necropsy. At necropsy, all mice were terminally anesthetized with ketamine/xylazine (100–160 mg/kg ketamine-20–32 mg/kg xylazine), and a midline laparotomy was performed. Blood was collected by heart puncture. Following blood collection, a whole body perfusion was conducted by puncturing the inferior vena cava and slowly delivering 10 mL of saline into the heart to remove blood from tissues. Tissues were collected and immediately snap frozen in liquid nitrogen for subsequent biochemical analysis or fixed for morphological analysis.

### Quantification of total and free sterols in plasma and liver

To extract total sterols from plasma, an internal standard cocktail in 3 mL of chloroform: methanol (2:1, v/v) solution was added to 20 μL of plasma. The solution was vortexed briefly, and thereafter centrifuged at 3,000 rpm for 15 min for phase separation of the solvents. Lipids dissolved in chloroform form the supernatant layer which was transferred to a fresh glass tube. For extraction of lipids from liver tissues, an internal standard cocktail in 3 mL of chloroform: methanol (2:1, v/v) solution was added to 20–40 mg of liver tissue and mixed well. The reaction mixture was incubated overnight, and the chloroform layer containing lipid was collected in a fresh glass tube. The lipid extracts (from both plasma and liver tissue) were washed twice with water by centrifuging the solution at 3,000 rpm for 15 min. The bottom layer comprising of lipids dissolved in chloroform was collected in a fresh tube and dried under a stream of N_2_ gas. To differentiate total *versus* esterified forms of sterols, the dried lipids were resuspended in 100 μL of 0.5 M potassium hydroxide (KOH) and subjected to base hydrolysis for 1 h at 37°C. The reaction was then neutralized by adding 400 ul of 0.25 M hydrochloric acid (HCl). Thereafter, 1 mL of isopropanol:hexane:2 M acetic acid (40:10:1, v/v/v; Solution A) was added to the reaction mixture and vortexed briefly. Another 1 mL of hexane was added to the reaction mixture and the resultant solution was vortexed for ∼1 min. The solution was then centrifuged at 2,500 *g* for 5 min at 4°C, the top hexane layer collected in a fresh tube, and dried in a stream of N_2_ gas. To ensure complete drying, the lipids were put in a speed vacuum for 1 h, and later resuspended in 50 ul of Sylon™ HTP (HMDS + TMCS + Pyridine; 3:1:9) and incubated the solution at 90°C for 1 h. Thereafter the samples were transferred to glass tubes suitable for gas chromatography. The quantitation of a variety of plant and animal-derived sterols including: 7-dehydrocholesterol, brassicasterol, β-sitosterol, campesterol, cholestanone, cholesterol, coprostanol, desmosterol, ergosterol, lanosterol, lathosterol and stigmasterol were performed using isotope dilution gas chromatography-tandem mass spectrometry (GC-MS/MS) by using multiple reaction monitoring (MRM) mode. The absolute quantity of each sterol was determined using calibration curves measured for each analyte. Samples were analyzed by using the Thermo TSQ-Evo triple quadrupole in tandem with the Trace 1,310 gas chromatograph (Thermo Fisher Scientific). Chromatographic separation was achieved by using an Agilent CP-Sil 8 CB fused silica column (50 m × 0.250 mm x 0.25 µm; Agilent Technologies, Santa Clara, CA, United States) coated with 5% phenyl methylpolysiloxane. Each extract was injected (1 µL) in splitless mode for 6 min into PTV (programmable temperature vaporizer) inlet. The PTV program was as follows. Initial temp 80°C for 2 min. Evaporative stage 5°C/min to 85°C for 1 min. Transfer stage 14.5°C/min to 280°C for 5 min with cleaning stage of 14.5°C/min to 300°C for 3 min. Helium as carrier gas flow was 1 mL/min. The GC oven temperature program was as follows. The initial temperature of 150°C was held for 3 min after injection before it was increased up to 280°C at 30°C/min, followed by an increase to 295°C at 10°C/min and then held for 6 min. Argon was used a collision gas. The transfer line, and ion source temperature were set at 310°C and 275°C respectively. The mass spectrometer was tuned to an electron impact ionization energy of 70 eV in MRM mode with the following parent to daughter ion transitions: *m/z 351.3→143.2* for 7-dehydrocholesterol, *m/z 470.4→255.3* for brassicasterol, *m/z 396.4→213.2* for β-sitosterol, *m/z 402.5→219.3 D*_*6*_ *-* β-sitosterol, *m/z 382.4→213.3* for campesterol, *m/z 388.4→213.3 D*_*6*_ *—*campesterol, *m/z 386.4→231.2* for cholestanone, *m/z 368.4→213.3* for cholesterol, *m/z 375.4→213.2 D*_*7*_ *—*cholesterol, *m/z 370.4→215.3* for coprostanol, *m/z 343.3→253.3* for desmosterol, *m/z 396.65→157.1* for ergosterol, *m/z 394.4→109.2* for lanosterol, *m/z 459→213.3* for lathosterol and *m/z 484.6→169.2* for stigmasterol.

### Quantification of fecal neutral sterol excretion

Quantitative fecal excretion of both plant and animal derived sterols were analyzed by GC-MS/MS with MRM. Briefly, after being fed experimental diets for 4 weeks, mice were individually housed in a cage with a wire bottom and was allowed free access to diet and water for 3 consecutive days. After a 3 days fecal collection, the mice were weighed, and the feces were collected, dried in a 70°C vacuum oven, weighed, and crushed into a fine powder. A measured mass (50–100 mg) of feces was placed into a glass tube containing internal standard mixture. The feces were saponified and the neutral lipids were extracted into hexane, and mass analysis of the extracted neutral sterols was conducted by GC-MS/MS with MRM as described above.

### Quantification of plasma bile acid levels

Quantification of individual plasma bile acid species was conducted using a quantitative stable isotope dilution LC-MS/MS analytical method as recently described (Choucair et al., 2020). Briefly, stable isotope labeled internal standards (IS) included were: D_4_-glycolithocholic acid, D_4_-glycoursodeoxycholic acid, D_4_-glycodeoxycholic acid, D_4_-glycocholic acid, D_4_-taurolithocholic acid, D_4_-tauroursodeoxycholic acid, D_4_-taurochenodeoxycholic acid, D_4_-taurodeoxycholic acid, and D_4_-taurocholic acid; D_4_-lithocholic acid, D_4_-chenodeoxycholic acid, D_4_-deoxycholic acid, and D_4_-cholic acid, and D_4_-glycochenodeoxycholic acid. Mouse plasma samples were mixed with ice-cold methanolic IS working solution of internal standard, and were vortexed for 10 min and centrifuged (14,000 *g,* 20 min, 4°C). The supernatant was transferred to glass HPLC vials for LC/MS/MS analysis using a 4000 Q-Trap triple quadrupole tandem mass spectrometer (AB SCIEX, MA, United States) equipped with an electrospray ionization source operating in negative ion mode. Mass spectrometry parameters were as follows: ions spray voltage—4200 V, ion source heater temperature 500°C, source gas 1: 35 psi, source gas 2: 45 psi, and curtain gas 35 psi. Nitrogen gas was used for the nebulizer, curtain and collision gas. Analyses were performed using electrospray ionization in negative-ion mode with multiple reaction monitoring (MRM) of precursor and characteristic product ions specific for each monitored bile acid. The HPLC system consisted of four binary pumps (LC-20 AD), autosampler operating at 10°C (Nexera X2 SIL-30AC), controller (CBM-20A) (Shimadzu Scientific Instruments, Inc., MD, United States) and a dual column switching valve system Rheodyne (IDEX Health and Science, MA, United States). Chromatographic separations were performed on a reverse phase columns (Kinetix C18, 2.6 µm, 150 mm × 4.6 mm ID; catalog # 00F-4462-E0; Phenomenex, Torrance, CA). Mobile phase A was 1 mM ammonium acetate and 0.1% acetic acid in methnol:acetonitrile:water (1:1:3; v/v/v) and mobile phase B was 0.1% acetic acid in methanol:acetonitrile:2-propanol (4.5:4.5:1; v/v/v). Samples were injected onto columns equilibrated in 100% A, and separated using a gradient as follows: 0–2 min 0% B; 2–20 min 0%–100% B; 20–28.5 min 100% B. Flow rate was programmed as follows: 0.3 mL/min from 0–20 min, and 0.5 mL/min from 20–28 min. Samples are introduced to the mass spec for analysis from 9–28 min. To eliminate carry over, an extensive washing step alternating between mobile phase A and B was added at the end of each run as follows: 100% A for 28–35 min, then directly switched to 100% B from 36–46 min, and equilibration step of 100% A from 46–60 min. To increase sample throughput 2-fold, a dual chromatographic system was used. At 28 min of the gradient on the first column, the next sample was injected into a second column; thus, during the first column washing and equilibration, the second column is used for BAs separation and diversion to the mass spectrometer for analysis. Calibration curves were built by fitting each analyte concentration (10 different points) to peak area ratios (analyte/internal standard). The limit of detection (LOD) was defined as the lowest concentration of analyte in sample matrix (e.g., serum) that generated a signal-to-noise ratio of ≥3. The limit of quantification (LOQ) was defined as the lowest concentration of analyte in sample matrix that generated a signal-to-noise ratio of ≥10. Recovery was tested by comparing area of deuterated standards added to pooled human serum (mix of ≥10 equal serum aliquots from healthy normal subjects) *versus* methanol, and calculated according to the following formula: % recovery = (average area spiked in serum pool/average area spiked in methanol) x100.

### Quantification of plasma steroid hormone levels

A targeted steroid hormone panel from plasma including extraction was performed by the West Coast Metabolomics Center at the University of California—Davis (Director—Dr. Oliver Fiehn). The extraction protocol was adapted from Pedersen and Newman. 2018. Plasma sample was vortexed and 50 µL of Surrogate Standards of the 3 lipid classes was added along with CDU and vortexed again for 30sec. Samples were centrifuged at 6°C for 5 min at 15,000 g and the supernatant (∼240 µL) was transferred into new Eppendorf tube/filter plate Spin Filter (0.1 um) and stored in −20°C until analysis. The samples were run using Thermo Scientific Vanquish Horizon UPLC/SciEx QTrap 6,500+.

### Quantification of liver oxysterol levels

Lipids were extracted by addition of 2 mL hexane/isopropanol (3:2, v/v) or chloroform/methanol (2:1, v/v) from the cell monolayers and liver tissue, respectively. 24–25- and 27- hydroxy cholesterol levels were quantified by isotope dilution mass spectrometry as previously described (Dzeletovic et al., 1995). Oxysterol levels were normalized for the total protein content measured using the RC DC™ Protein Assay (BioRad Laboratories Inc., United States) in liver tissue after digestion with NaOH (0.25 mol/L).

### Liver targeted metabolomics

The AbsoluteIDQ^®^ p400 HR kit from Biocrates Life Sciences AG was used to obtain targeted quantitative metabolomics data as we have previously described (Osborn et al., 2019). Liver tissue was collected at time of necropsy and samples were prepared according to manufacturer protocol. Briefly, at least 30 mg of each tissue sample was cut and weighed, and kept frozen throughout this protocol. The tissue samples were homogenized and centrifuged at 10,000 × g for 5 min. The supernatant was then collected, 10 μL of which per sample was loaded onto a 96-well plate containing stable isotope-labeled standards, and processed according to manufacturer protocol. The LCMS analysis was done using specific parameters (both Tune and LCMS methods) per kit manufacturer’s recommendations. The assay was performed on a Q-Exactive HF (operated only in positive ESI mode) coupled with a Vanquish UHPLC + focused liquid chromatography as detailed per assay instructions. The manufacturer-provided software, MetIDQ (Biocrates, Life Science AG), was used to provide the peak identification.

### Lipoprotein cholesterol distribution by size-exclusion chromatography

Plasma (40–50 mL) was diluted to a total volume of 500 mL in PBS and loaded into an Akta Pure 25L liquid chromatography system. Samples were passed through a Superose 6 Increase column (Cytiva) at a flow rate of 0.75 mL/min in PBS. Fractions were collected (0.5 mL/fraction) and assayed for total cholesterol content by enzymatic assay (Fujifilm; catalog # 999–02601). Independent runs were performed for each mouse, and cholesterol distribution in very low density (VLDL), low density (LDL), and high density (HDL) lipoproteins was calculated based on the percent distribution in each fraction compared to the total plasma cholesterol measured by GC-MS/MS.

### Real-Time PCR and bulk RNA sequencing analysis of gene expression

Tissue RNA extraction and quantitative polymerase chain reaction (qPCR) analyses of relative mRNA abundance were conducted as previously described (Helsley et al., 2019; Pathak et al., 2020). mRNA expression levels were calculated based on the ΔΔ-CT method using Cyclophilin A as a housekeeping gene. qPCR was conducted using SYBR Fast reagents (AB#4385612) on the Applied Biosystems 7,500 Real-Time PCR System. Primers used for qPCR are *CycloA* F - GCG​GCA​GGT​CCA​TCT​ACG, *CycloA* R - GCC​ATC​CAG​CCA​TTC​AGT​C, *Gramd1a* F - CAT​GCA​CAC​CTC​AGG​TTC​CC, *Gramd1a* R - ACG​ATG​AGG​ACA​ATG​CTG​ATG, *Gramd1b* F - GCT​GGT​TAT​CAG​CTG​TGT​TCT​G, *Gramd1b* R - GTG​AGG​GTC​TGG​GTG​GTG​TA, *Gramd1c* F -CAG​TTA​TGA​CAC​CGC​CCT​TAT *Gramd1c* R - CTG​GGT​AGC​GTG​TTC​TAT​CTT​T. RNA extraction, library preparation, sequencing and analysis was conducted at Azenta Life Sciences (South Plainfield, NJ, United States) as follows: Extraction: Total RNA was extracted using Qiagen Rneasy Plus Universal Mini kit following manufacturer’s instructions (Qiagen, Hilden, Germany). Library Preparation with PolyA selection and Illumina Sequencing: RNA samples were quantified using Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, United States) and RNA integrity was checked using Agilent TapeStation 4,200 (Agilent Technologies, Palo Alto, CA, United States). RNA sequencing libraries were prepared using the NEBNext Ultra RNA Library Prep Kit for Illumina using manufacturer’s instructions (NEB, Ipswich, MA, United States). Briefly, mRNAs were initially enriched with Oligod(T) beads. Enriched mRNAs were fragmented for 15 min at 94°C. First strand and second strand cDNA were subsequently synthesized. cDNA fragments were end repaired and adenylated at 3′ends, and universal adapters were ligated to cDNA fragments, followed by index addition and library enrichment by PCR with limited cycles. The sequencing library was validated on the Agilent TapeStation (Agilent Technologies, Palo Alto, CA, United States), and quantified by using Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA) as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, United States). The sequencing libraries were multiplexed and clustered onto a flowcell on the Illumina NovaSeq instrument according to manufacturer’s instructions. The samples were sequenced using a 2 × 150 bp Paired End (PE) configuration. Image analysis and base calling were conducted by the NovaSeq Control Software (NCS). Raw sequence data (.bcl files) generated from Illumina NovaSeq was converted into fastq files and de-multiplexed using Illumina bcl2fastq 2.20 software. One mis-match was allowed for index sequence identification. Transcript per million (TPM) values for each differentially expressed gene were plotted using Prism Software and the statistical analysis was done using JMP software.

### Immunoblotting

Whole liver homogenates were made from tissues in a modified RIPA buffer (Abcam #156034) as previously described (Helsley et al., 2019; Pathak et al., 2020), and protein was quantified using the bicinchoninic (BCA) assay (Pierce). Proteins were separated by 4%–12% SDS-PAGE, transferred to polyvinylidene difluoride (PVDF) membranes (ThermoSci #88518), and proteins were detected after incubation with an antibody recognizing mouse ASTER-C (generated here) or β-actin (Cell Signaling Technologies product # 4970S). Given the paucity of available antibodies, a custom rabbit polyclonal antibody was generated in collaboration with Thermofisher. The antigen used was the N-terminus 34 kDa mouse Aster-C protein (Uniprot Q8CI52; amino acids 1–300). A 72 days injection protocol with a primary immunization and three subsequent boosters was followed, and the terminal 72 days crude anti-sera sample (50 mL) was affinity purified (expressed protein conjugated to the affinity column) by ThermoFisher. Affinity-purified antibodies were eluted using a step-wise pH gradient and collected in neutralizing buffer. Purified antibodies were then concentrated and final concentration is measured by BCA. Membrane was blocked with 5% milk in Tris buffered saline containing 0.2% Tween 20.1:500 dilution of this Gramd1c antibody in Blocking buffer was used for Western blotting and the bands were detected using an anti-rabbit-HRP conjugated secondary antibody.

### Cell culture and generation of *Gramd1c-Deficient RAW264.7 cells*

Mycoplasma-tested RAW264.7 macrophage cells were cultured under standard conditions in Dulbecco-modified Eagle’s minimum essential medium (D-MEM) (GIBCO, Life Technologies, Carlsbad, CA) supplemented with 10% fetal bovine serum (FBS, GIBCO), 1% l-glutamine, 1% penicillin-streptomycin and 1% nonessential amino acids in a 5% CO2-humidified chamber at 37°C.

CRISPR-Cas9 genome editing was accomplished using methods previously described (Ran et al., 2013). Gramd1c sgRNAs were designed by an online tool (https://www.benchling.com/) and cloned into the Lenti-CRISPER v2 vector (Addgene (Ran et al., 2013) with D10A nickase version of Cas9 (Cas9n)). *Gramd1c KO* cell lines were generated following lentiviral transduction of the Lenti-CRISPER v2-Cas9 D10A- Gramd1c sgRNA in RAW264.7cells. *Gramd1c KO* cells were validated by analyzing the expression of GRAMD1c by Western blot. Primers used for gene editing were: *GRAMD1c*-E5-Nick-5F: 5′-CAC​CGC​AGA​GCA​CCC​TCC​AAG​TCA​C-3′, *GRAMD1c*-E5-Nick-5R: 5′-AAA​CGT​GAC​TTG​GAG​GGT​GCT​CTG​C-3′, *GRAMD1c*-E5-Nick-3F: 5′- CAC​CGC​TCT​TTT​CTG​AAG​CTA​GCG​A-3′, and *GRAMD1c*-E5-Nick-3R: 5′- AAA​CTC​GCT​AGC​TTC​AGA​AAA​GAG​C-3’.

### cDNA cloning and expression of GRAMD1c

*Gramd1C* construct was cloned by double-stranded gene fragment synthesis (IDT, Coralville, IA) and assembled using NEBuilder^®^ HiFi DNA Assembly (NEB, Ipswich, MA). The double-stranded gene fragment was assembled in a pLENTI-EF1alpha-3XFLAG vector backbone. pLENTI-EF1alpha-3XFLAG-Gramd1c was expressed in RAW264.7 cells by transient transfection using Lipofectamine 3,000. Cells were harvested 72 h after transfection in RIPA lysis buffer supplemented with complete protease inhibitors (Roche Applied Science). Lysates were cleared by centrifugation at 16,000 × *g* for 20 min, and Western blots were performed as described above as well as in the online data supplement.

### Statistical analysis

All data were analyzed using one-way analysis of variance (ANOVA) where appropriate, followed by either a Tukey’s or Student’s t tests for *post hoc* analysis. Differences were considered significant at *p* < 0.05. All mouse data analyses were performed using Graphpad Prism 6 (La Jolla, CA, United States) software or JMP version 17 (SAS Institute, Cary, NC, United States) software.

## Results

### Global deletion of *Gramd1c* does not alter circulating sterol levels

To examine whether Aster-C can alter systemic cholesterol metabolism under normal physiologic conditions, we fed young wild type (*Gramd1c* ^+/+^) or global *Gramd1c* knockout mice (*Gramd1c* ^−/−^) one of two experimental diets containing low (0.02%, wt/wt) or high (0.2%, wt/wt) levels of dietary cholesterol for a period up to 4 weeks. Deletion of *Gramd1c* was confirmed in the liver, where both messenger RNA (Figure 1A) and protein (Figure 1B) were significantly reduced in *Gramd1c* ^−/−^ mice compared to littermate controls (*Gramd1c* ^+/+^). *Gramd1c* ^−/−^ mice were born at normal Mendelian ratios and were indistinguishable from wild type littermates. Irrespective of dietary cholesterol level, *Gramd1c* ^−/−^ mice maintained similar body weights compared to wild type mice throughout the study (Figure 1C). When we examined either the total, unesterified (free), or esterified levels of cholesterol in the plasma, *Gramd1c* ^−/−^ mice were not significantly different when compared to wild type controls (Figures 2B–D). Likewise, the cholesterol levels in very low-density (VLDL), low-density (LDL), or high-density lipoproteins (HDL) were similar when comparing *Gramd1c* ^+/+^ to *Gramd1c* ^−/−^ mice (Figures 2A,E,G). Given plasma cholesterol levels were unchanged in *Gramd1c* ^−/−^ mice (Figure 2), we wanted to look more broadly at other potential sterol substrates including several phytosterols and biosynthetic intermediates generated during the *de novo* synthesis of cholesterol. It is important to note that *Gramd1c* ^−/−^ mice had normal circulating levels of 7-dehydrocholesterol, desmosterol, lanosterol, lathosterol, β-sitosterol, campesterol, brassicasterol, and stigmasterol (Figure 3). These data show that Aster-C alone does not play a quantitatively important role in determining the circulating levels of cholesterol or other diverse sterols of plant or mammalian origin under conditions of low and excess dietary cholesterol.

**FIGURE 1:**
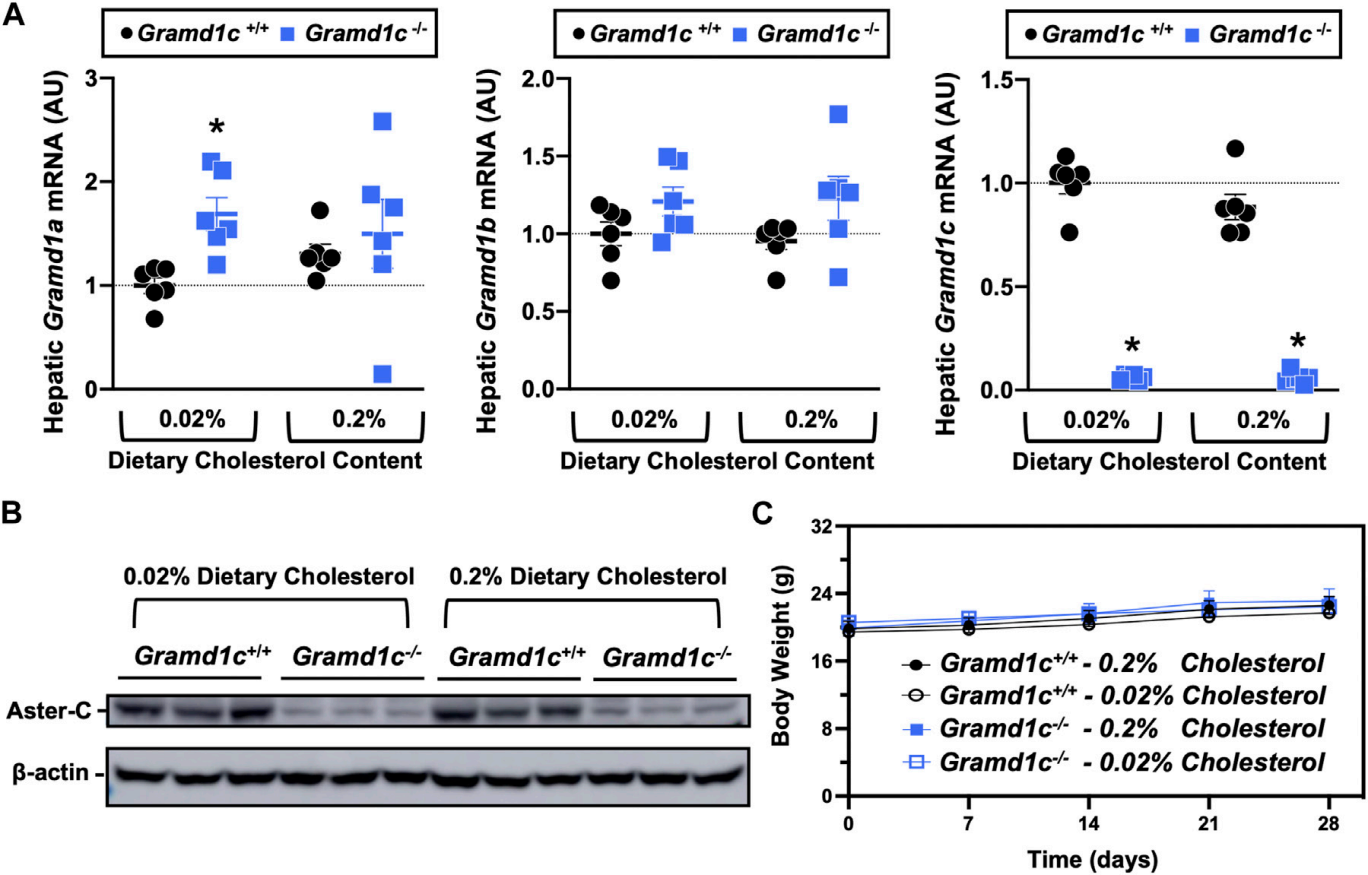
Selective loss of *Gramd1c* does not alter body weight. At 8 weeks of age, female wild type (*Gramd1c* ^+/+^) or *Gramd1c* knockout mice (*Gramd1c* ^−/−^) were switched from standard rodent chow to one of two experimental synthetic diets containing low (0.02%, wt/wt) or high (0.2%, wt/wt) levels of dietary cholesterol. Mice were maintained on these diets over a 4-week period of study. **(A)** The expression of *Gramd1a*, *Gramd1b*, and *Gramd1c* in the liver was quantified via qPCR. **(B)** Western blot in liver lysates from n = 3 mice per group. **(C)** Body weight curves over the 4-week feeding period. Data are presented as mean ± SEM from n = three to six mice per group. There were no statistically significant differences between *Gramd1c* ^+/+^ and *Gramd1c* ^−/−^ mice on either the low or high cholesterol diets.

**FIGURE 2:**
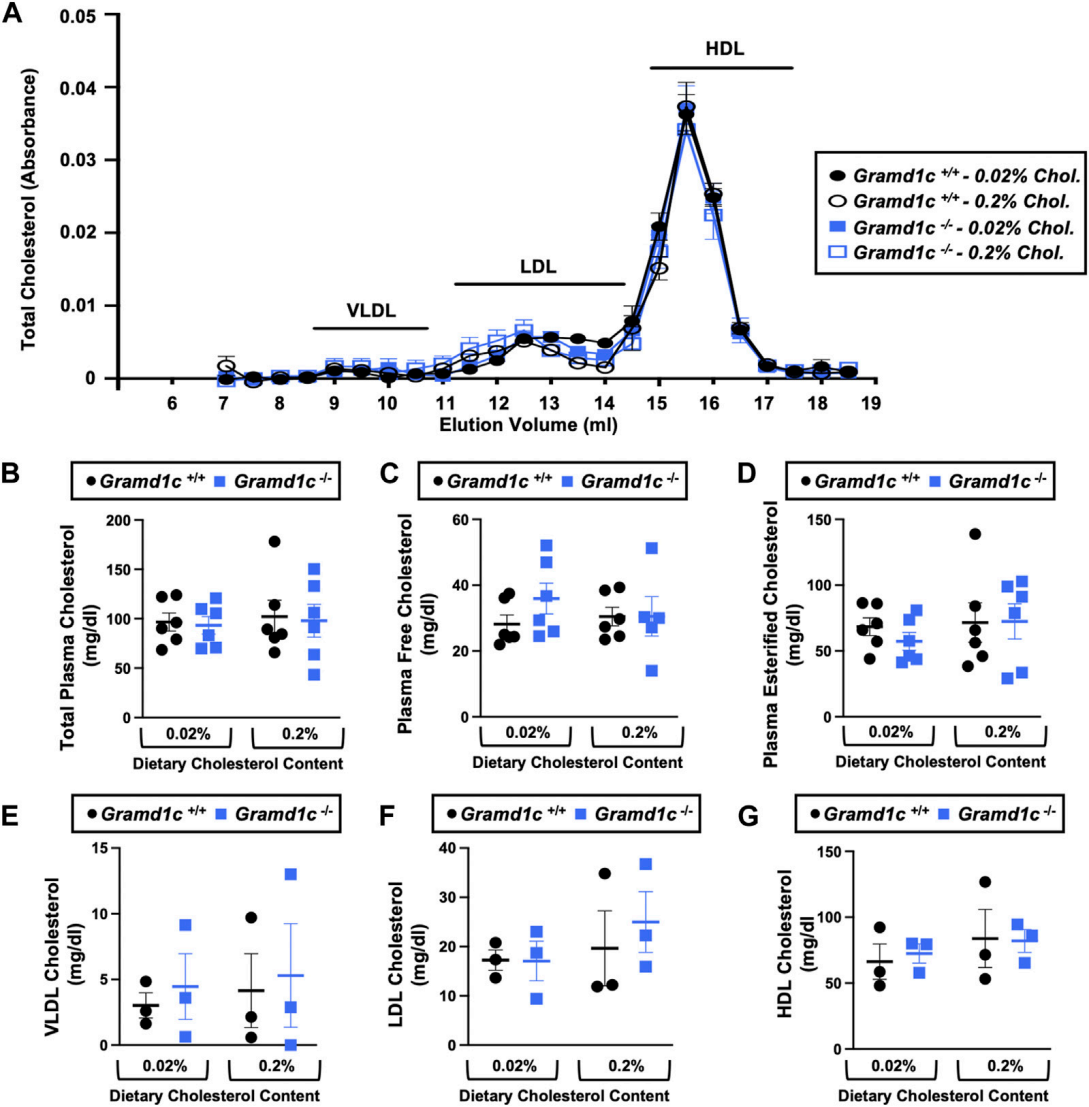
Global deletion of *Gramd1c* does not significantly alter circulating lipoprotein cholesterol levels. At 8 weeks of age, female wild type (*Gramd1c* ^+/+^) or *Gramd1c* knockout mice (*Gramd1c* ^−/−^) were switched from standard rodent chow to one of two experimental synthetic diets containing low (0.02%, wt/wt) or high (0.2%, wt/wt) levels of dietary cholesterol. Mice were maintained on these diets over a 4-week period of study. **(A)** Plasma was subjected to size exclusion chromatography to examine total cholesterol distribution across lipoprotein fractions. **(B–D)** Total plasma cholesterol **(B)**, total plasma free cholesterol **(C)**, and total plasma esterified cholesterol **(D)** levels were determined by gas chromatography-tandem mass spectrometry (GC-MS/MS). **(E–G)** Plasma very low-density lipoprotein (VLDL), low-density lipoprotein (LDL), and high-density lipoprotein (HDL) cholesterol levels. Data are presented as mean ± SEM from n = three to six mice per group. There were no statistically significant differences between *Gramd1c* ^+/+^ and *Gramd1c* ^−/−^ mice on either the low or high cholesterol diets.

**FIGURE 3:**
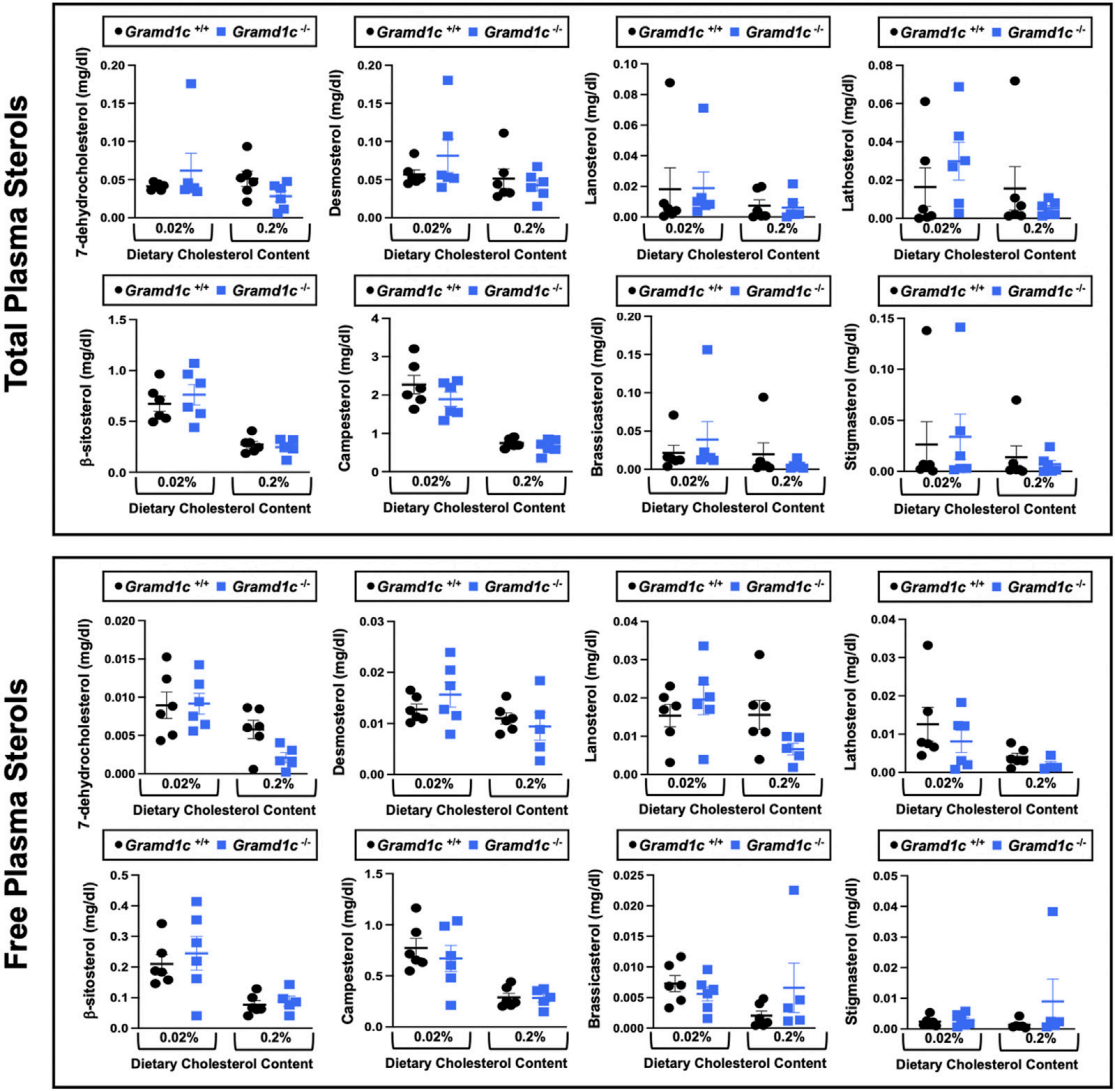
Global deletion of *Gramd1c* does not significantly alter circulating levels of various sterols. At 8 weeks of age, female wild type (*Gramd1c* ^+/+^) or *Gramd1c* knockout mice (*Gramd1c* ^−/−^) were switched from standard rodent chow to one of two experimental synthetic diets containing low (0.02%, wt/wt) or high (0.2%, wt/wt) levels of dietary cholesterol. Mice were maintained on these diets over a 4-week period of study. The total and free levels of a variety of sterols in the liver were quantified by gas chromatography tandem mass spectrometry (GC-MS/MS) in samples with or without alkaline hydrolysis. Data are presented as mean ± SEM from n = five to six mice per group. There were no statistically significant differences between *Gramd1c* ^+/+^ and *Gramd1c* ^−/−^ mice on either the low or high cholesterol diets.

### Aster-C modestly shapes the hepatic lipidome

We next turned our attention to test whether Aster-C plays a role in sterol homeostasis in the liver, given the central role the liver plays in whole body cholesterol balance. Here, we applied several complimentary and broad targeted lipidomic methods to quantify diverse sterols, but also major classes of glycerophospholipids and neutral lipids. Similar to findings in plasma (Figure 2), compared to wild type mice, *Gramd1c* ^−/−^ mice have unaltered levels of total, free, and esterified cholesterol in the liver (Figures 4A–C). *Gramd1c* ^+/+^ and *Gramd1c* ^−/−^ mice also had similar hepatic levels of 7-dehydrocholesterol, desmosterol, lanosterol, lathosterol, β-sitosterol, campesterol, brassicasterol, and stigmasterol (Figure 5). We next examined the hepatic levels of the major oxysterol species that are generated from cholesterol substrate (24-hydroxycholesterol and 27-hydroxycholesterol), and found similar levels in *Gramd1c* ^+/+^ and *Gramd1c* ^−/−^ mice (Figures 4D,E). Finally, we performed a broad lipidomic approach to examine a variety of glycerophospholipid and neutral lipids in the liver. *Gramd1c* ^+/+^ and *Gramd1c* ^−/−^ mice had similar levels of all molecular species of glycerophospholipids detected (data not shown). However, this broader method was able to uncover a modest increase in cholesterol esters containing a 17:2 fatty acyl chain in high cholesterol diet-fed mice (Figure 4F). Yet, all other molecular species of cholesteryl esters were unchanged in *Gramd1c* ^−/−^ mice (Figure 4G). Furthermore, under low dietary cholesterol conditions, one specific molecular species of triacylglycerol (TG 58:8) was increased in *Gramd1c* ^−/−^ mice (Figure 4H), but all other detected species of triacylglycerol were similar to wild to mice (Figures 4I,J).

**FIGURE 4:**
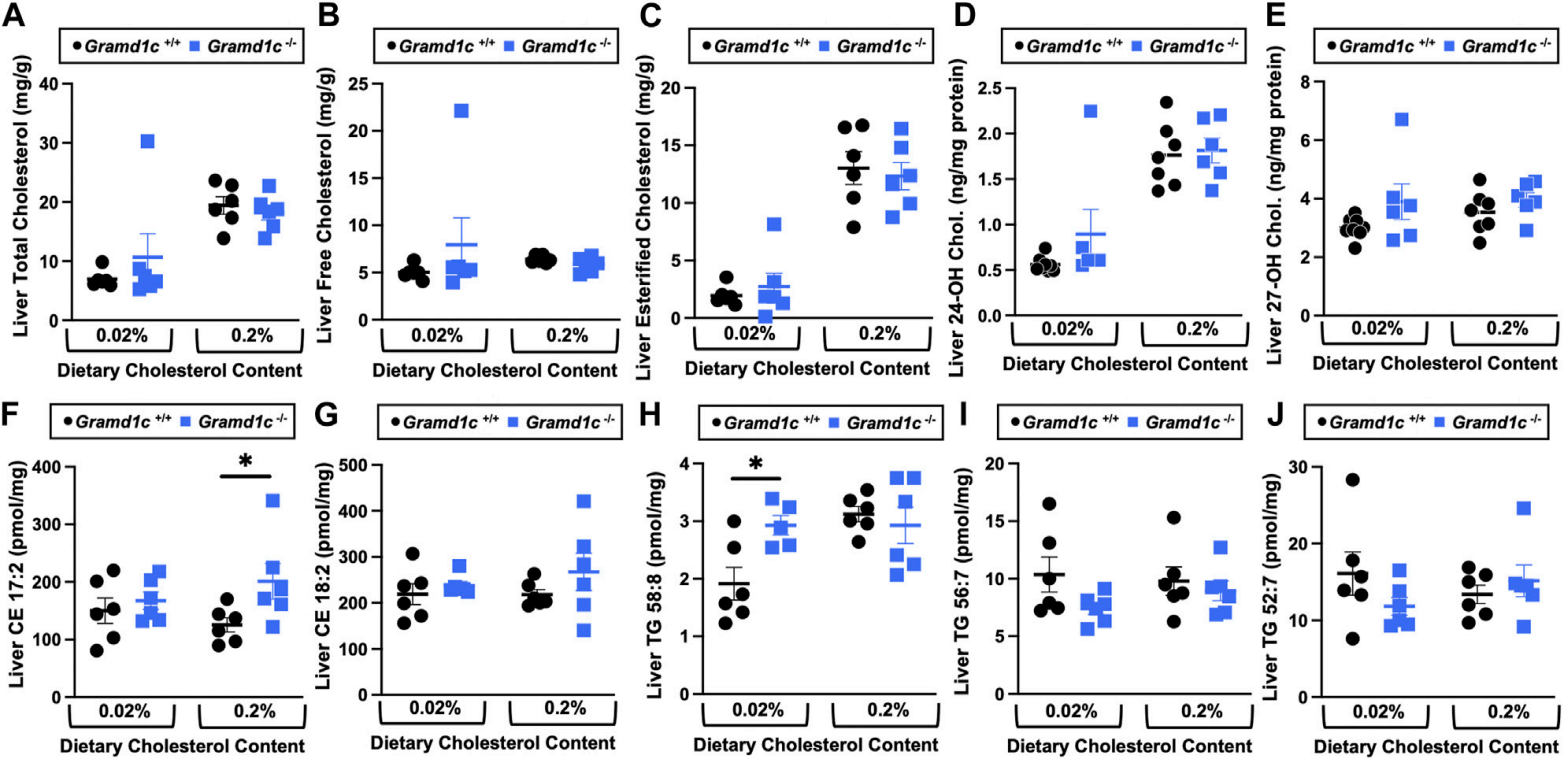
The hepatic lipidome is modestly impacted by global deletion of *Gramd1c*. At 8 weeks of age, female wild type (*Gramd1c* ^+/+^) or *Gramd1c* knockout mice (*Gramd1c* ^−/−^) were switched from standard rodent chow to one of two experimental synthetic diets containing low (0.02%, wt/wt) or high (0.2%, wt/wt) levels of dietary cholesterol. Mice were maintained on these diets over a 4-week period of study. A variety of lipids were quantified by targeted mass spectrometry assays including **(A)** total cholesterol, **(B)** free cholesterol, **(C)** total esterified cholesterol, **(D)** 24-hydoxycholesterol (24-OH Chol.), **(E)** 27-hydroxycholesterol (27-OH Chol.) **(F)** 17:2 cholesteryl ester (CE 17:2), **(G)** 18:2 cholesteryl ester (CE 18:2), **(H)** 58:8 triacylglycerol (TG 58:8), **(I)** 56:7 triacylglycerol (TG 56:7), and **(J)** 52:7 triacylglycerol (TG 52:7). Data are presented as mean ± SEM from n = 6 mice per group. * = significantly different (*p* ≤ 0.05) when comparing *Gramd1c* ^+/+^ and *Gramd1c* ^−/−^ mice within each diet group.

**FIGURE 5:**
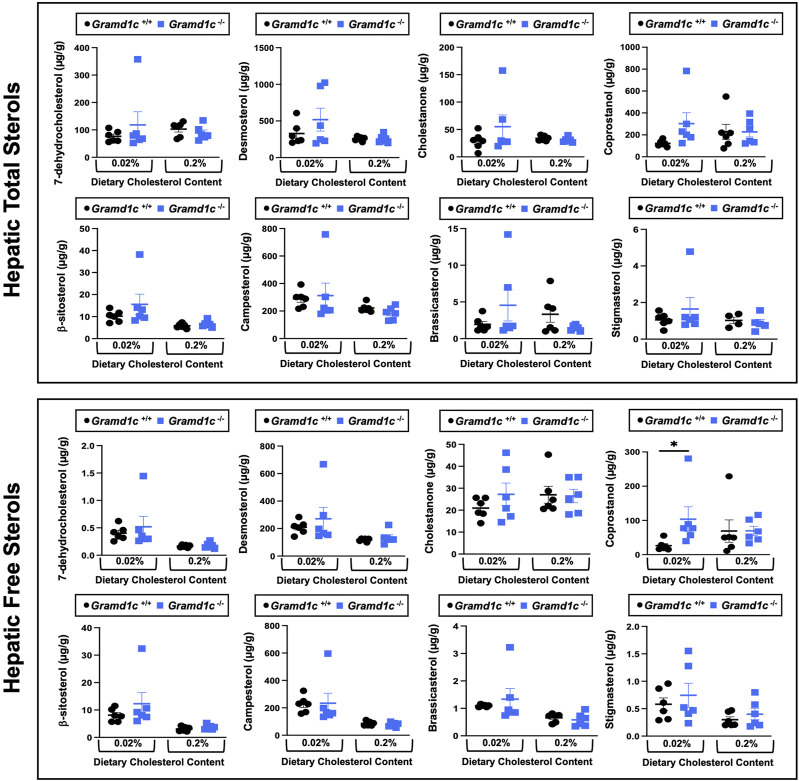
Global deletion of *Gramd1c* does not significantly alter levels of various sterols in the liver. At 8 weeks of age, female wild type (*Gramd1c* ^+/+^) or *Gramd1c* knockout mice (*Gramd1c* ^−/−^) were switched from standard rodent chow to one of two experimental synthetic diets containing low (0.02%, wt/wt) or high (0.2%, wt/wt) levels of dietary cholesterol. Mice were maintained on these diets over a 4-week period of study. The total and free levels of a variety of sterols in the liver were quantified by gas chromatography tandem mass spectrometry (GC-MS/MS) in samples with or without alkaline hydrolysis. Data are presented as mean ± SEM from n = 6 mice per group. There were no statistically significant differences between *Gramd1c* ^+/+^ and *Gramd1c* ^−/−^ mice on either the low or high cholesterol diets.

### Aster-C shapes bile acid homeostasis but does not impact fecal sterol loss

A recent report by Xiao and colleagues reported that mice lacking both Aster-A and Aster-C selectively in hepatocytes have impaired reverse cholesterol transport (RCT) (Xiao et al., 2023). This important work showed that Aster-A/Aster-C double knockout mice have reduced movement of cholesterol radiotracer (^14^C-cholesterol) into the feces when either derived from LDL or HDL sources (Xiao et al., 2023). However, they did not test whether Aster-C alone can impact the mass amount of cholesterol excreted in the feces. When we examined the quantitative fecal excretion of cholesterol in global *Gramd1c* ^−/−^ mice fed low or high cholesterol, there was no significant difference when compared to wild type littermates (Figure 6). Likewise, the fecal excretion of other phytosterols and sterol intermediates such as 7-dehydrocholesterol, desmosterol, lanosterol, lathosterol, β-sitosterol, campesterol, brassicasterol, and stigmasterol were similar in *Gramd1c* ^+/+^ and *Gramd1c* ^−/−^ mice (Figure 6). Another way the liver can facilitate RCT is via the enzymatic conversion of cholesterol into bile acids, which can further contribute to removal of cholesterol from the body. Although the majority of plasma bile acid species were unchanged in *Gramd1c* ^−/−^ mice, levels of deoxycholic acid were significantly reduced in *Gramd1c* ^−/−^ mice fed a low cholesterol diet (Figure 7). Given the clear role that Aster-B plays in adrenal gland cholesterol homeostasis (Sandhu et al., 2018), we also wanted to understand whether Aster-C may play a role in cholesterol-derived hormone production. Only under low dietary cholesterol conditions, *Gramd1c* ^−/−^ mice have elevated plasma cortisol compared to wild type controls (Figure 8A). However, all other steroid hormones measured including corticosterone, progesterone, 17-α-hydroxyprogesterone, allo-pregnanolone, β-pregnanolone, dehydroepiandrosterone (DHEA) sulfate, cortexolone, androstenedione, free DHEA, dihydrotestosterone, and aldosterone were unaltered in *Gramd1c−/−* mice (Figures 8B–L).

**FIGURE 6:**
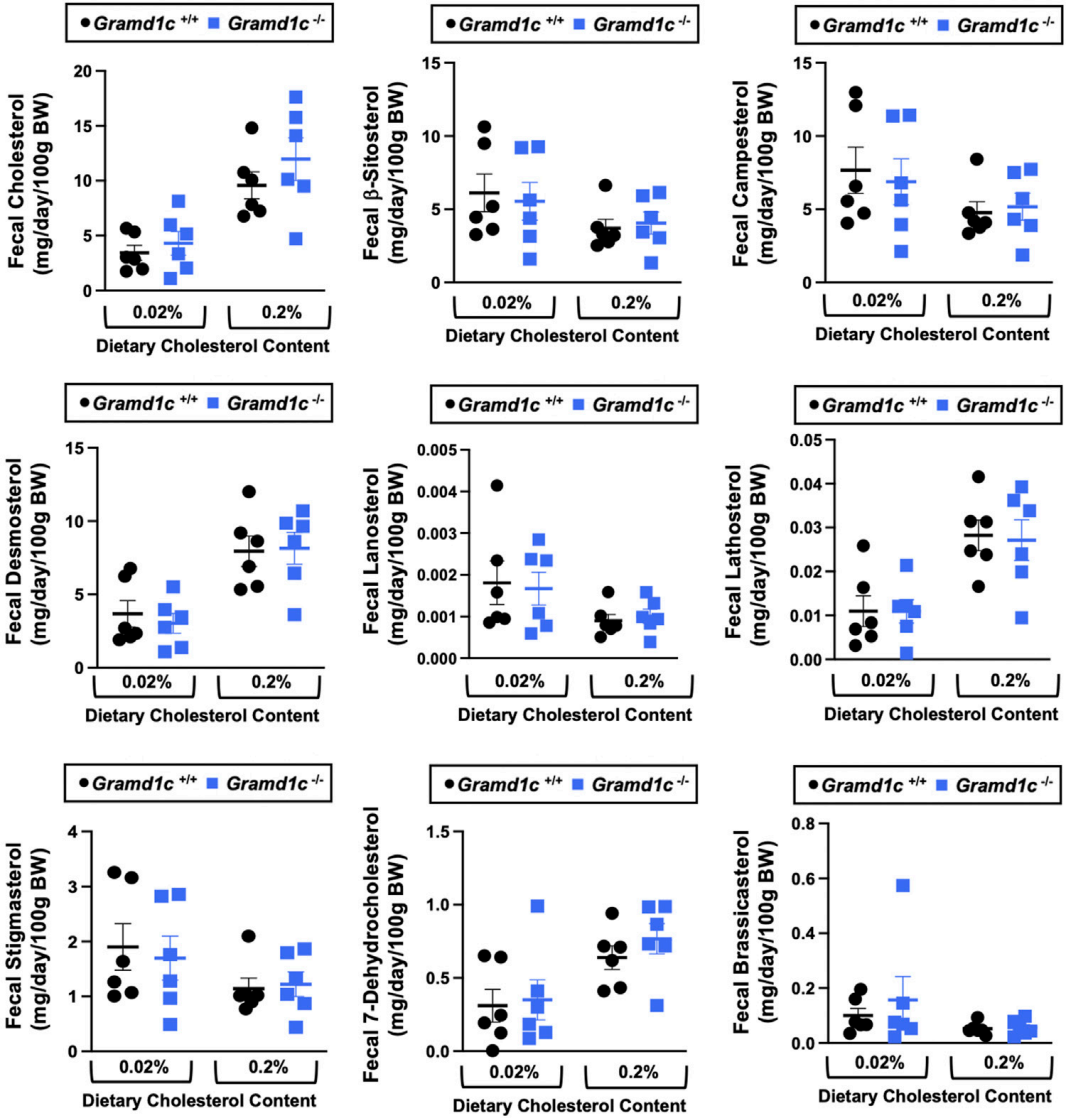
Global deletion of *Gramd1c* does not significantly alter fecal sterol loss. At 8 weeks of age, female wild type (*Gramd1c* ^+/+^) or *Gramd1c* knockout mice (*Gramd1c* ^−/−^) were switched from standard rodent chow to one of two experimental synthetic diets containing low (0.02%, wt/wt) or high (0.2%, wt/wt) levels of dietary cholesterol. Mice were maintained on these diets over a 4-week period of study, and feces were quantitatively collected over the final 72 h for fecal sterol analyses via gas chromatography tandem mass spectrometry (GC-MS/MS). Data are presented as mean ± SEM from n = 6 mice per group. There were no statistically significant differences between *Gramd1c* ^+/+^ and *Gramd1c* ^−/−^ mice on either the low or high cholesterol diets.

**FIGURE 7:**
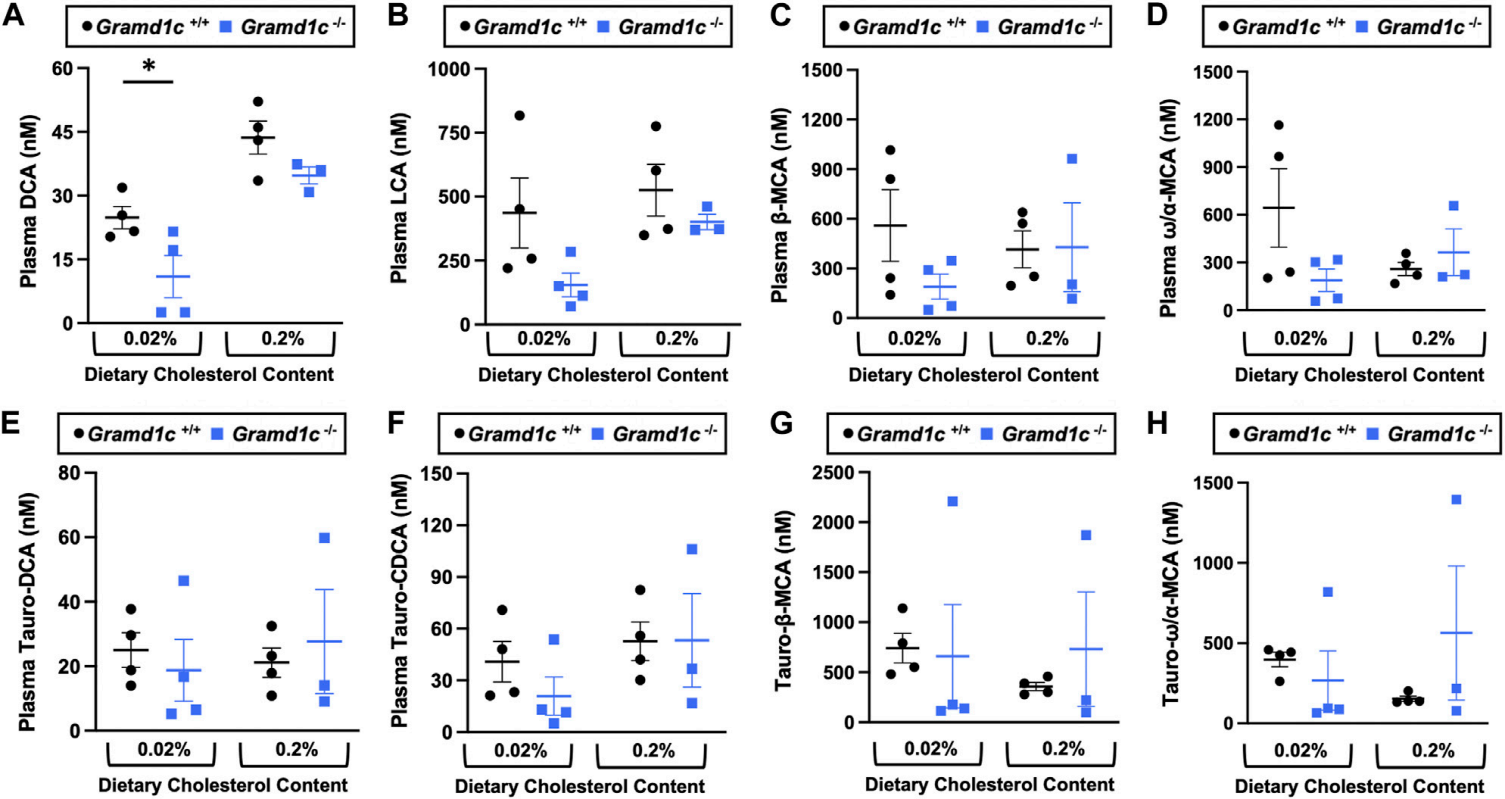
The impact of *Gramd1c* deficiency on plasma bile acids. At 8 weeks of age, female wild type (*Gramd1c* ^+/+^) or *Gramd1c* knockout mice (*Gramd1c* ^−/−^) were switched from standard rodent chow to one of two experimental synthetic diets containing low (0.02%, wt/wt) or high (0.2%, wt/wt) levels of dietary cholesterol. Mice were maintained on these diets over a 4-week period of study. The levels of various bile acids including **(A)** deoxycholic acid (DCA), **(B)** lithocholic acid (LCA), **(C)** β-muricholic acid (β-MCA), **(D)** ω/α-muricholic acid (ω/α-MCA), **(E)** taurodeoxycholic acid (Taura-DCA), **(F)** taurochenodeoxycholic acid (Tauro-CDCA), **(G)** tauro-β-muricholic acid (Taura-β-MCA), and **(H)** tauro-ω/α-muricholic acid (Tauro-ω/α-MCA) were quantified by liquid chromatography-tandem mass spectrometry (LC-MS/MS). Data are presented as mean ± SEM from n = three to four mice per group. * = significantly different (*p* ≤ 0.05) when comparing *Gramd1c* ^+/+^ and *Gramd1c* ^−/−^ mice within each diet group.

**FIGURE 8:**
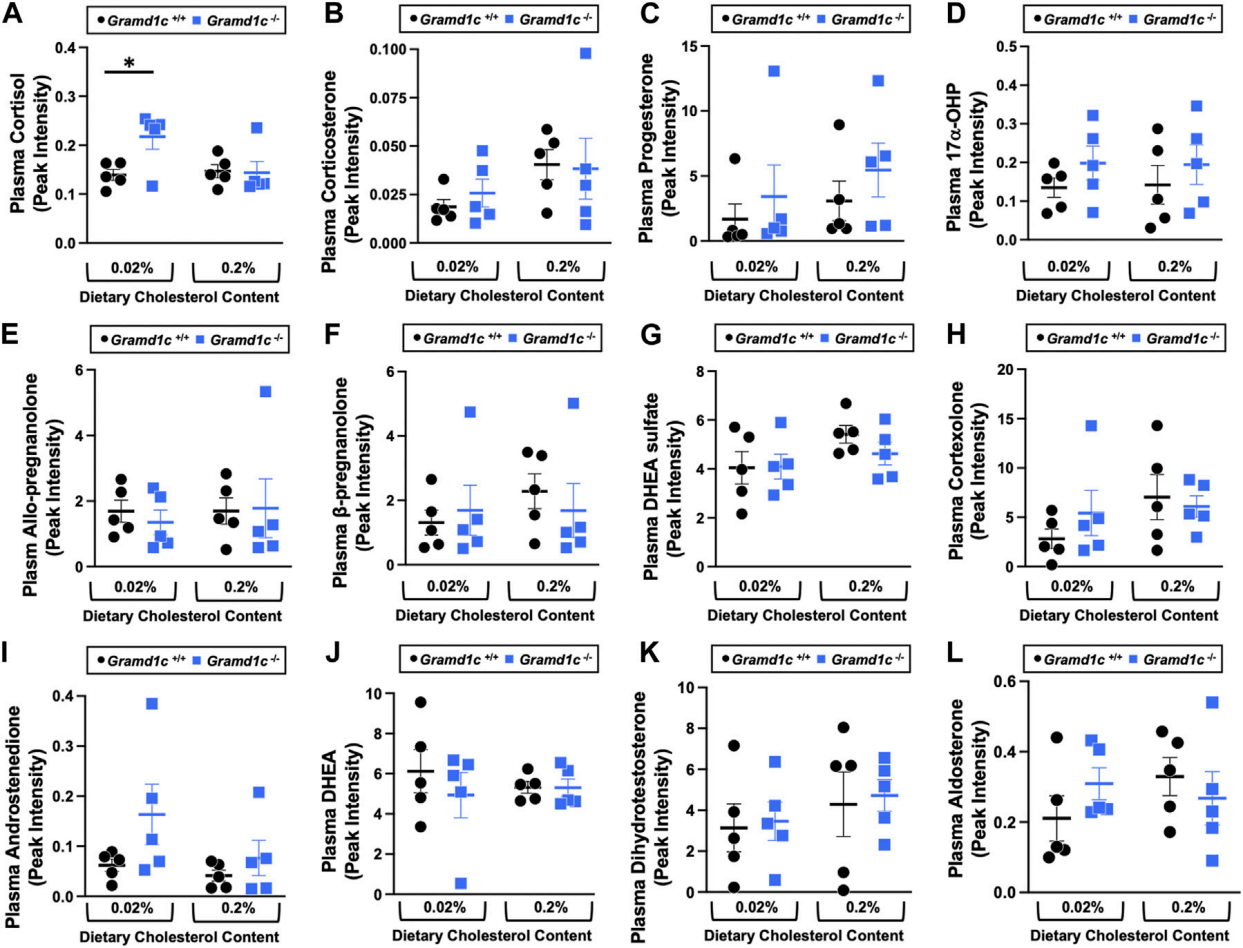
The impact of *Gramd1c* deficiency on plasma steroid hormones. At 8 weeks of age, female wild type (*Gramd1c* ^+/+^) or *Gramd1c* knockout mice (*Gramd1c* ^−/−^) were switched from standard rodent chow to one of two experimental synthetic diets containing low (0.02%, wt/wt) or high (0.2%, wt/wt) levels of dietary cholesterol. Mice were maintained on these diets over a 4-week period of study. The plasma levels of various steroid hormones including **(A)** cortisol, **(B)** corticosterone, **(C)** progesterone, **(D)** 17-α-hydroxyprogesterone, **(E)** allo-pregnanolone, **(F)** β-pregnanolone, **(G)** dehydroepiandrosterone (DHEA) sulfate, **(H)** cortexolone, **(I)** androstenedione, **(J)** dehydroepiandrosterone (DHEA), **(K)** dihydrotestosterone, and **(L)** aldosterone were measured semi-quantitatively by liquid chromatography-tandem mass spectrometry (LC-MS/MS). Data are presented as mean ± SEM from n = 5 mice per group.). * = significantly different (*p* ≤ 0.05) when comparing *Gramd1c* ^+/+^ and *Gramd1c* ^−/−^ mice within the low cholesterol diet.

### *Gramd1c*-deficient mice show diet-dependent alterations in hepatic gene expression

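Liver RNA was sequenced from 19 female mice in 4 groups, with 1 library per mouse. The low cholesterol diet (0.02% wt/wt) was fed to 5 Gramd1c+/+ and 4 Gramd1c−/− mice, and the high cholesterol diet (0.2% wt/wt) to 5 mice of each genotype, for 4 weeks from 8 weeks of age. The Gramd1c−/− mice carry a knockout-first allele, in which an inserted cassette with a lacZ reporter interrupts the gene, and both genotypes came from crosses of heterozygous mice. The paper states that poly(A)-selected RNA was made into libraries and read as pairs on a NovaSeq instrument. The submitters name STAR 2.5.2b and the mouse genome build GRCm38. The tool that counted reads per gene, its strand setting and the annotation release are not given in the sources used here. The authors deposited whole-number read counts per Ensembl gene, not normalized, for 49315 genes. Total counts per mouse were 30938234 to 32619048 in Gramd1c+/+ and 27172732 to 30939857 in Gramd1c−/− mice on low cholesterol, and 28493865 to 34669648 in Gramd1c+/+ and 27149972 to 33961735 in Gramd1c−/− mice on high cholesterol. The tissue field of the sample labels reads gonadal adipose tissue while their cell type field reads liver. Albumin, made by hepatocytes, took 5.25 to 9.17% of the counts of each mouse, and adiponectin (Adipoq), made by adipocytes, had at most 177 counts.
The counts were tested with the quasi-likelihood test of edgeR after TMM normalization, in 1 model of the 4 groups, for the 15016 genes that passed a filter on low counts. A gene was called at a Benjamini-Hochberg adjusted p below 0.05. TPM was computed from the counts and the gene lengths in the same files, since the paper plots TPM. In counts simulated for the same groups, the test recovered 52.2% of genes that differed 2-fold between the genotypes on low cholesterol and 83.6% of those that differed 4-fold. In that simulation 5.2% of the unchanged genes had an unadjusted p below 0.05, while in the mice 400 of 15016 genes did, so the recovery need not hold for these mice. Replicate 5 of the Gramd1c−/− mice on high cholesterol lay apart from the others on the first principal component, which held 24.4% of the variance, with a score of 83.1 against -46.7 to 38.4.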

We next performed bulk RNA sequencing to understand the effects of *Gramd1c* deletion on global gene expression in the liver (Figure 9). 

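Transcripts of Gramd1c, which encodes Aster-C, were lower in Gramd1c−/− than in Gramd1c+/+ livers on both diets. On low cholesterol Gramd1c was at 1.65 ± 0.365 (SD, n = 4) TPM in Gramd1c−/− mice and 12.2 ± 2.22 (SD, n = 5) TPM in Gramd1c+/+ mice. On high cholesterol it was at 1.84 ± 1.02 (SD, n = 5) TPM and 10.6 ± 0.996 (SD, n = 5) TPM. All 9 Gramd1c−/− mice had 1.07 to 3.61 TPM (74 to 251 counts), below all 10 Gramd1c+/+ mice at 9.56 to 16.0 TPM (674 to 1173 counts), so transcript was still counted in each Gramd1c−/− liver. Gramd1c (ENSMUSG00000036292) lies on chromosome 16 of GRCm38 from 43980350 to 44063345, on the minus strand. Its log2 fold change was -2.89 on low cholesterol (standard error 0.30, adjusted p = 9.79e-05 from edgeR) and -2.58 on high cholesterol (standard error 0.27, adjusted p = 1.18e-04 from edgeR). It ranked first by p in both comparisons. The exact permutation test of TPM gave p = 0.00794 on each diet, the smallest p that 126 or 252 splits allow. Of the other Aster genes, Gramd1a was at 3.31 ± 0.357 (SD, n = 4) TPM in Gramd1c−/− and 3.54 ± 0.712 (SD, n = 5) TPM in Gramd1c+/+ mice on low cholesterol (exact permutation test, p = 0.563). Gramd1b was at 0.673 ± 0.0949 (SD, n = 4) TPM and 1.21 ± 1.26 (SD, n = 5) TPM (exact permutation test, p = 0.802). Its Gramd1c+/+ mean rests on replicate 2, at 3.47 TPM, a library that also held adrenal transcripts. Of 12 tested genes whose starts lie within 1 Mb of the start of Gramd1c, it was the only one called in a knockout comparison (smallest adjusted p of the others 0.999, edgeR).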

The most differentially expressed gene was *Gramd1c*, which was markedly reduced in *Gramd1c* ^−/−^ mice compared to wild type *Gramd1c* ^+/+^ controls in both low and high cholesterol diet conditions (Figure 9). It is important to note that several sterol-responsive genes including proprotein convertase subtilisin/kexin type 9 (*Pcsk9*), squalene epoxidase (*Sqle*), low density lipoprotein receptor (*Ldlr*), 3-hydroxy-3-methylglutaryl-CoA synthase 1 (*Hmgcs1*), and 7-dehydrocholesterol reductase (*Dhcr7*) were significantly repressed under high dietary cholesterol conditions, but the dietary cholesterol-driven suppression of these genes was similar in both *Gramd1c* ^+/+^ and *Gramd1c* ^−/−^ mice (Figure 9). 

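Genes of cholesterol synthesis fell on the high cholesterol diet in both genotypes. Sqle, the squalene epoxidase of cholesterol synthesis, was at 44.4 ± 12.1 (SD, n = 5) TPM on low and 1.94 ± 0.218 (SD, n = 5) TPM on high cholesterol in Gramd1c+/+ mice, and at 43.8 ± 9.98 (SD, n = 4) TPM and 1.86 ± 0.464 (SD, n = 5) TPM in Gramd1c−/− mice. Of 20 measured genes of cholesterol synthesis, listed before the data were examined, 18 were lower and none was higher in Gramd1c+/+ mice, and 18 were lower and none was higher in Gramd1c−/− mice (19 lower in each when adjusted over the list alone). The median log2 fold change of the list was -1.96 in Gramd1c+/+ and -2.16 in Gramd1c−/− mice (camera adjusted p = 3.34e-08 and 1.04e-07 with an estimated correlation). Of 9 other targets of the transcription factor SREBP2, 7 were lower and none was higher in each genotype (8 lower when adjusted over the list alone), among them Rdh11, Insig1 and Stard4, a sterol carrier.
The log2 fold change of Sqle, high against low cholesterol, was -4.46 in Gramd1c+/+ mice (standard error 0.22, adjusted p = 7.63e-11 from edgeR) and -4.60 in Gramd1c−/− mice (standard error 0.23, adjusted p = 5.07e-11). Hmgcs1, an early enzyme of the pathway, had -2.27 (standard error 0.22, adjusted p = 3.23e-06) and -2.40 (standard error 0.23, adjusted p = 2.16e-06). Dhcr7, a late enzyme, had -2.20 (standard error 0.21, adjusted p = 2.58e-06) and -2.48 (standard error 0.22, adjusted p = 7.29e-07).
The fall did not differ detectably between the genotypes. The interaction, the diet effect in Gramd1c−/− minus that in Gramd1c+/+ mice, was -0.14 for Sqle (standard error 0.28), -0.13 for Hmgcs1 (0.31) and -0.28 for Dhcr7 (0.30) on the log2 scale, with an adjusted p of 1.00 for each from edgeR. For the cholesterol synthesis list the median interaction was -0.17 (camera adjusted p = 0.0123 with the preset correlation, adjusted p = 0.489 with an estimated correlation).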

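The mitochondrial transcripts counted for the isoleucine tRNA gene mt-Ti and the glutamine tRNA gene mt-Tq were higher in Gramd1c−/− than in Gramd1c+/+ livers on low cholesterol by the exact permutation test of TPM. mt-Ti was at 90.6 ± 15.6 (SD, n = 4) TPM in Gramd1c−/− and 42.01 ± 13.1 (SD, n = 5) TPM in Gramd1c+/+ mice (exact permutation test, p = 0.00794), and mt-Tq was at 196 ± 67.98 (SD, n = 4) TPM and 69.0 ± 23.4 (SD, n = 5) TPM (exact permutation test, p = 0.0159). On high cholesterol mt-Ti was at 165 ± 103 (SD, n = 5) TPM in Gramd1c−/− and 96.7 ± 32.0 (SD, n = 5) TPM in Gramd1c+/+ mice (exact permutation test, p = 0.230), and mt-Tq at 139 ± 111 (SD, n = 5) TPM and 119 ± 57.2 (SD, n = 5) TPM (exact permutation test, p = 0.730). The genotype effect did not differ detectably between the diets (exact permutation test of the difference, p = 0.721 for mt-Ti and p = 0.163 for mt-Tq). Among Gramd1c+/+ mice, mt-Ti was higher on high than on low cholesterol (exact permutation test, p = 0.0159).
Across all genes edgeR called neither on low cholesterol: the log2 fold change was 1.10 for mt-Ti (standard error 0.46) and 1.51 for mt-Tq (standard error 0.49), each with an adjusted p of 0.999. Of 17 measured mitochondrial tRNA genes, 16 had a positive log2 fold change on low cholesterol and none was called, with 0.78 for mt-Te and 0.68 for mt-Ta and a median of 0.58 (camera adjusted p = 1.38e-10 with the preset correlation, adjusted p = 0.0542 with an estimated correlation). All 13 mitochondrially encoded mRNAs, which encode subunits of the respiratory chain, also had a positive log2 fold change, with a median of 0.33 and none called (camera adjusted p = 1.65e-06 with the preset correlation, adjusted p = 0.262 with an estimated correlation). mt-Ti lies on the plus strand of the mitochondrial chromosome from 3706 to 3774 and mt-Tq on the minus strand from 3772 to 3842. mt-Ti overlaps mt-Tq and mt-Nd1 by a few bases at its ends. The genes are 69 and 71 bases long, so that few counts give a high TPM. In replicates 1 to 4 of Gramd1c+/+ mice on low cholesterol, mt-Ti had 24 to 45 counts. Whether reads of the neighbouring transcripts were counted for the tRNA genes was not tested.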

Unexpectedly, the expression of two mitochondrially-encoded genes, mitochondria encoded tRNA-Ile (AUU/C) (*Mt-Ti*) and mitochondrially-encoded tRNA-Gln (CAA/G) (*Mt-Tq*), were elevated in *Gramd1c* ^−/−^ mice only under low dietary cholesterol conditions (Figure 9). In parallel, only under low dietary cholesterol conditions, the expression of several members of the cytochrome P450 family 3 subfamily A genes (*Cyp3a41a*, *Cyp3a41b*, *Cyp3a44*, and *Cyp3a16*) were significantly lower in *Gramd1c* ^−/−^ mice when compared to *Gramd1c* ^+/+^mice (Figure 9). Also, the hepatic expression of several genes encoding major urinary proteins (*Mup7*, *Mup11*, *Mup12*, and *Mup20*) were elevated in *Gramd1c* ^−/−^ mice, only under low dietary cholesterol conditions (Figure 9). 

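On low cholesterol the 4 Cyp3a genes, which encode cytochrome P450 enzymes that oxidize drugs and steroids, were lower in every Gramd1c−/− mouse than in every Gramd1c+/+ mouse, which chance gives for a single gene in 0.0159 of splits in either direction. Cyp3a41a was at 37.8 ± 41.8 (SD, n = 4) TPM in Gramd1c−/− and 269 ± 101 (SD, n = 5) TPM in Gramd1c+/+ mice, and Cyp3a41b at 0.801 ± 1.03 (SD, n = 4) TPM and 9.82 ± 5.25 (SD, n = 5) TPM. Cyp3a44 was at 33.1 ± 16.9 (SD, n = 4) TPM and 143 ± 38.1 (SD, n = 5) TPM, and Cyp3a16 at 2.47 ± 2.27 (SD, n = 4) TPM and 41.9 ± 22.5 (SD, n = 5) TPM. On high cholesterol the means ran the other way: 146 ± 118 (SD, n = 5) TPM in Gramd1c−/− and 58.7 ± 49.4 (SD, n = 5) TPM in Gramd1c+/+ mice for Cyp3a41a, and 37.9 ± 34.4 (SD, n = 5) TPM and 5.90 ± 7.72 (SD, n = 5) TPM for Cyp3a16. None of the 4 passed there (exact permutation test, p = 0.0952 for Cyp3a16 and 0.151 to 0.278 for the other genes). Among Gramd1c+/+ mice all 4 were lower on high than on low cholesterol (exact permutation test, p = 0.00794 to 0.0159). Among Gramd1c−/− mice the means were higher on high cholesterol, and none passed (exact permutation test, p = 0.0794 to 0.310). Adjusted over the 22 genes whose liver mRNA the paper reports, edgeR called Cyp3a44 and Cyp3a16 lower in Gramd1c+/+ mice. It called Cyp3a41b and Cyp3a16 higher in Gramd1c−/− mice.
The exact permutation test on low cholesterol gave p = 0.0159 for each gene, 0.0249 when adjusted over the 22 genes whose liver mRNA the paper reports. The log2 fold changes were -2.82 (standard error 1.08) for Cyp3a41a, -3.61 (1.14) for Cyp3a41b, -2.10 (0.73) for Cyp3a44 and -4.08 (1.20) for Cyp3a16, and edgeR called none of them over all genes (adjusted p = 0.999 for each). The difference between the diets in the genotype effect was 6.58 on the log2 scale for Cyp3a16 and 2.87 to 5.21 for the other genes. On this scale it passed for each of the 4 genes in edgeR adjusted over the 22 genes (adjusted p 0.00971 to 0.0389), and for none over all genes (adjusted p = 1.00 from edgeR). As a difference of TPM means it passed for each of them in the exact permutation test adjusted over the 22 genes (adjusted p 0.0249 to 0.0296). The 22 genes include those that the paper reports as changed in these mice, so the adjustment over them is not independent evidence. Of 8 measured Cyp3a genes, 7 had a negative log2 fold change on low cholesterol (camera adjusted p = 9.79e-07 with the preset correlation, adjusted p = 0.102 with an estimated correlation). The most abundant, Cyp3a11, was at 1432 ± 242 (SD, n = 4) TPM in Gramd1c−/− and 1380 ± 189 (SD, n = 5) TPM in Gramd1c+/+ mice, a log2 fold change of 0.033 that turned negative without replicate 2 of the Gramd1c+/+ or replicate 4 of the Gramd1c−/− mice on low cholesterol (to -0.078). The genes lie on chromosome 5 between 145436309 and 145805874 (GRCm38) and are closely related, so that reads may be shared between them. Replicate 3 of the Gramd1c−/− mice on low cholesterol, at 100.1 TPM for Cyp3a41a, lay above the other Gramd1c−/− mice at 12.1 to 24.0 TPM.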

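On low cholesterol the 4 Mup genes, which encode secreted lipocalins that bind small lipophilic molecules, were higher in every Gramd1c−/− mouse than in every Gramd1c+/+ mouse. Mup7 was at 72.3 ± 44.7 (SD, n = 4) TPM in Gramd1c−/− and 5.77 ± 5.63 (SD, n = 5) TPM in Gramd1c+/+ mice, and Mup11 at 81.2 ± 50.3 (SD, n = 4) TPM and 11.7 ± 10.7 (SD, n = 5) TPM. Mup12 was at 5.05 ± 1.42 (SD, n = 4) TPM and 1.48 ± 0.894 (SD, n = 5) TPM, and Mup20, the most abundant of the 4, at 269 ± 142 (SD, n = 4) TPM and 109 ± 22.9 (SD, n = 5) TPM. On high cholesterol the spread between mice was larger than the difference: Mup7 was at 46.0 ± 88.2 (SD, n = 5) TPM in Gramd1c−/− and 18.4 ± 31.6 (SD, n = 5) TPM in Gramd1c+/+ mice, and Mup20 at 279.8 ± 302 (SD, n = 5) TPM and 223 ± 218 (SD, n = 5) TPM.
On low cholesterol the exact permutation test of TPM gave p = 0.00794 for each of the 4, the smallest possible, and 0.0218 when adjusted over the 22 genes the paper reports. Over the same 22 genes edgeR called Mup7 and Mup11 (adjusted p = 0.0227 for both) but not Mup12 (0.0521) or Mup20 (0.0655). The log2 fold changes were 3.65 (standard error 1.26) for Mup7, 2.82 (0.97) for Mup11, 1.76 (0.76) for Mup12 and 1.29 (0.60) for Mup20, none called by edgeR over all genes (adjusted p = 0.999 for each). On high cholesterol they were 1.33, 1.56, 1.01 and 0.31 in the same order (exact permutation test, p = 0.325 to 0.627). The genotype effect did not differ detectably between the diets for any of the 4 (exact permutation test of the difference, p = 0.491 to 0.926). Of 19 measured Mup genes, 16 had a positive log2 fold change on low cholesterol, with a median of 0.76 and none called (camera adjusted p = 3.08e-08 with the preset correlation, adjusted p = 0.262 with an estimated correlation). The 4 genes lie in the Mup cluster of chromosome 4 between 60066469 and 62054158 (GRCm38), part of whose members are near-identical in sequence. Without replicate 5 of the Gramd1c−/− mice on high cholesterol, which had 203.5 TPM of Mup7, the log2 fold change there turned to -1.55 for Mup7, -0.081 for Mup12 and -0.70 for Mup20.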

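On low cholesterol, transcripts of Slc22a28, a predicted organic anion transporter, Slc41a2, a magnesium transporter, and Susd4, a membrane regulator of complement, were higher in Gramd1c−/− than in Gramd1c+/+ livers, and Sult3a2, a sulfotransferase, was lower, each by the exact permutation test of TPM. Slc41a2 was at 4.00 ± 0.932 (SD, n = 4) TPM in Gramd1c−/− and 1.96 ± 0.355 (SD, n = 5) TPM in Gramd1c+/+ mice, and Susd4 at 6.96 ± 2.13 (SD, n = 4) TPM and 2.67 ± 0.908 (SD, n = 5) TPM, with no overlap between the groups (exact permutation test, p = 0.00794 for both). Slc22a28 was at 8.01 ± 2.00 (SD, n = 4) TPM and 3.02 ± 1.92 (SD, n = 5) TPM (exact permutation test, p = 0.0238). Sult3a2 was at 4.21 ± 3.62 (SD, n = 4) TPM and 25.6 ± 13.2 (SD, n = 5) TPM, also without overlap (exact permutation test, p = 0.0159). On high cholesterol the genotypes did not differ detectably in any of the 4 (exact permutation test, p = 0.437 to 0.833).
The log2 fold changes on low cholesterol were 1.03 (standard error 0.25) for Slc41a2, second to Gramd1c by p, 1.39 (0.47) for Susd4, 1.44 (0.66) for Slc22a28 and -2.58 (0.92) for Sult3a2, and edgeR called none over all genes (adjusted p = 0.999 for each). The difference between the diets in the genotype effect was -1.18 for Slc41a2 and -1.92 for Susd4 on the log2 scale, which passed in edgeR over the 22 genes the paper reports (adjusted p = 0.0202 and 0.0345) but not over all genes (adjusted p = 1.00) nor in the exact permutation test over the 22 genes (adjusted p = 0.100 and 0.0564). For Sult3a2 it was 2.75 and for Slc22a28 -1.30 (edgeR adjusted p = 0.111 and 0.344 over the 22 genes). Susd4 in Gramd1c−/− mice on high cholesterol rests on replicate 5, at 7.00 TPM against 1.29 to 2.66 TPM in the others.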

Other genes altered in low cholesterol-fed *Gramd1c* ^−/−^ mice includes solute transport genes (*Slc22a28* and *Slc41a2*), sulfotransferase family 3A, member 2 (*Sult3a2*), and sushi domain-containing 4 (*Susd4*). These data show that, particularly under low dietary cholesterol conditions, *Gramd1c* deficiency is associated with reduced expression of several genes involved in xenobiotic metabolism (*Cyp3a41a*, *Cyp3a41b*, *Cyp3a44*, *Cyp3a16, and Sult3a2*) as well as increased expression of major urinary protein genes (*Mup7*, *Mup11*, *Mup12*, and *Mup20*) that encode lipid-binding proteins within the lipocalin family.

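On low cholesterol, genes that female mouse livers express more than male livers had negative log2 fold changes in Gramd1c−/− against Gramd1c+/+ mice, and genes that male livers express more had positive ones. Of 24 measured female-biased genes, the paper's own genes left out, 23 were negative, with a median of -0.72: Sult2a2, a sulfotransferase, was at -3.33 (standard error 1.29) and Hao2 at -1.66 (0.71). Of 17 measured male-biased genes, 16 were positive, with a median of 0.77: Bcl6, a repressor, was at 1.02 (0.34), the complement gene C6 at 1.09 (0.41) and Cyp7b1, an oxysterol hydroxylase, at 0.77 (0.30). No member of either list was called by edgeR. On high cholesterol the medians were 0.11 and 0.16. The score of male-biased minus female-biased genes differed there by 0.0011 between the genotypes. This difference rested on single mice: it was -0.83 without replicate 5 of Gramd1c−/− and 0.58 without replicate 1 of Gramd1c+/+ mice.
Camera gave an adjusted p of 1.12e-11 for the female-biased and 3.35e-10 for the male-biased list with the preset correlation, and adjusted p = 0.179 for both with an estimated correlation. With the paper's genes kept in, 28 of 29 female-biased genes were negative (adjusted p = 0.122 with an estimated correlation). The 5 Cyp3a and Sult3a2 genes and the 4 Mup genes, which the paper reports as changed in these mice and so are no independent evidence, had an adjusted p of 1.55e-12 and 3.08e-08 with the preset correlation and of 0.0542 for both with an estimated correlation. Of 23 genes of the xenobiotic response (targets of PXR, CAR and AhR, among them Gstm1), 22 were negative on low cholesterol, with a median of -0.16 (camera adjusted p = 0.0135 preset, adjusted p = 0.674 with an estimated correlation), and 20 on high cholesterol, with a median of -0.42 (adjusted p = 1.13e-14 preset, adjusted p = 0.0874 with an estimated correlation). None of them was called on either diet.
From the genes it found lower and higher in low cholesterol-fed Gramd1c−/− mice, the paper concludes that loss of Gramd1c goes with less expression of several xenobiotic metabolism genes (the 4 Cyp3a genes and Sult3a2) and more of the 4 Mup genes, above all when dietary cholesterol is low.

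**Figure D1:**
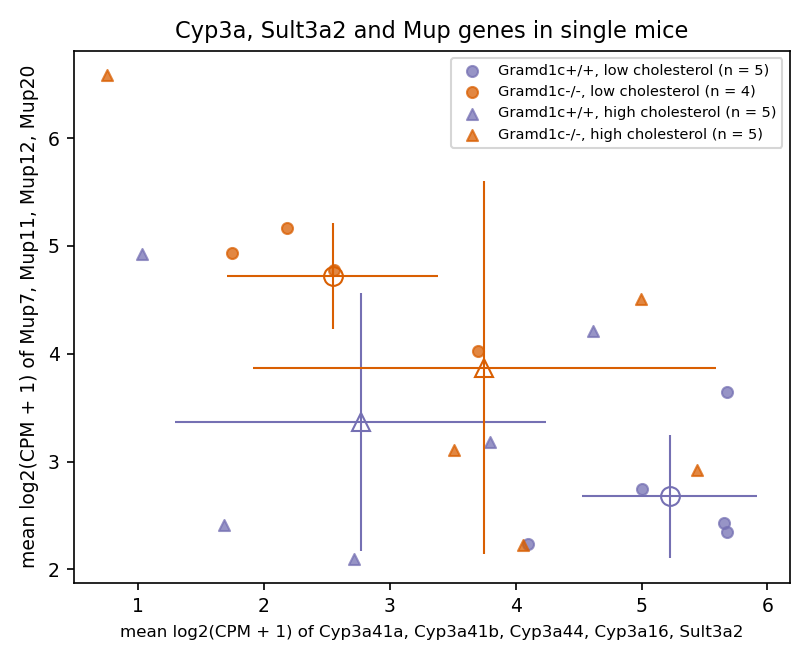
Mean log2(CPM + 1) of the 5 Cyp3a and Sult3a2 genes (x axis) against that of the 4 Mup genes (y axis), 1 filled point per mouse, with open symbols for the group mean and bars for the SD. On low cholesterol the groups lie apart, Gramd1c+/+ at 5.22 ± 0.69 and 2.68 ± 0.57 and Gramd1c−/− at 2.55 ± 0.84 and 4.72 ± 0.49; on high cholesterol they overlap, Gramd1c+/+ at 2.77 ± 1.47 and 3.37 ± 1.19 and Gramd1c−/− at 3.75 ± 1.84 and 3.87 ± 1.73.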

**FIGURE 9:**
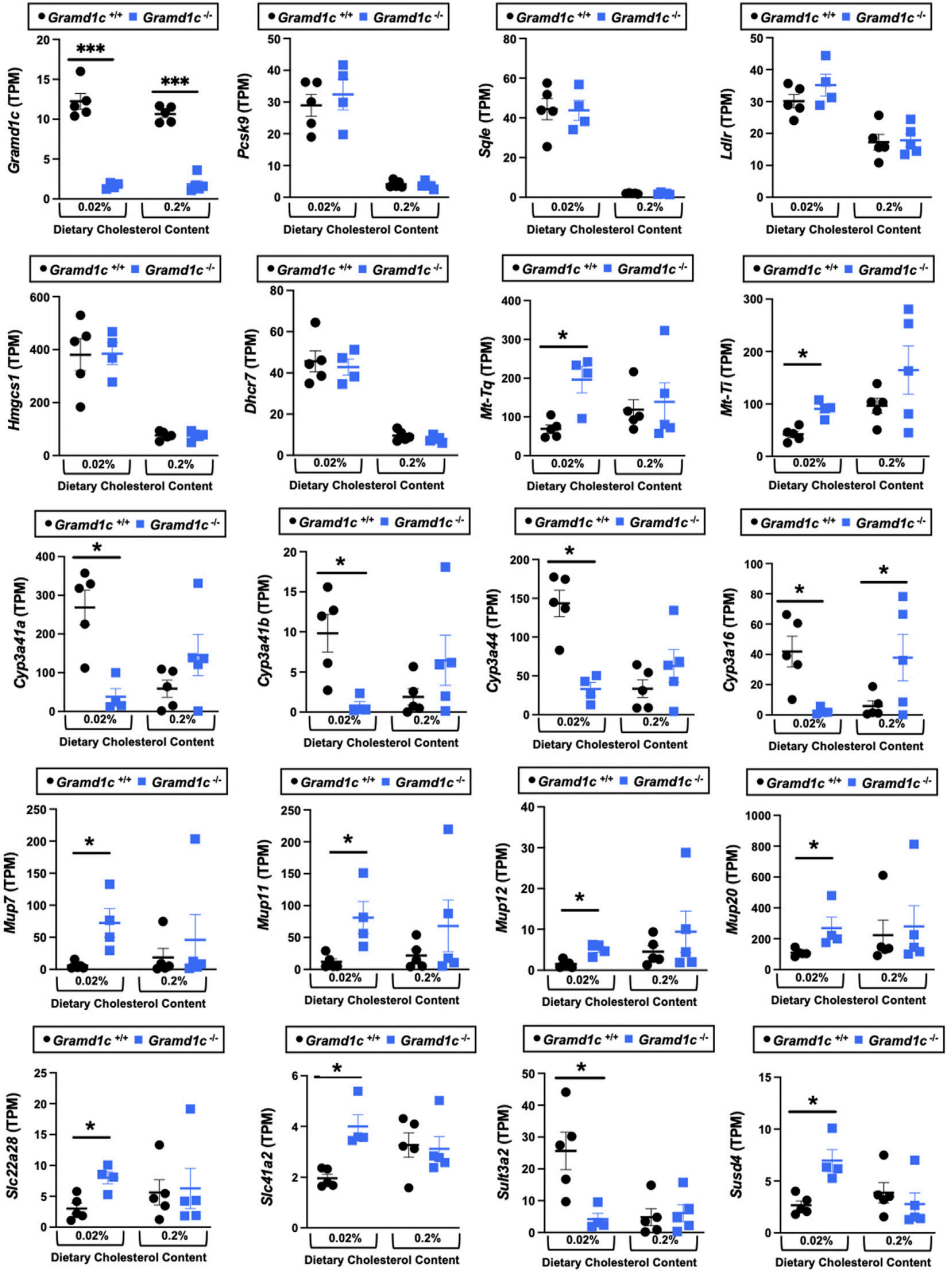
Bulk RNA sequencing in the liver of *Gramd1c−/−* mice identifies alterations in a small subset of genes. At 8 weeks of age, female wild type (*Gramd1c* ^+/+^) or *Gramd1c* knockout mice (*Gramd1c* ^−/−^) were switched from standard rodent chow to one of two experimental synthetic diets containing low (0.02%, wt/wt) or high (0.2%, wt/wt) levels of dietary cholesterol. Mice were maintained on these diets over a 4-week period of study, and thereafter bulk RNA sequencing was performed to identify differentially-expressed genes. Data are presented as mean ± SEM from n = four to five mice per group. * = significantly different (*p* ≤ 0.05) when comparing *Gramd1c* ^+/+^ and *Gramd1c* ^−/−^ mice within each diet group.

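Over 15016 genes, diet changed the liver transcriptome more than loss of Gramd1c. High cholesterol lowered 51 genes and raised 15 in Gramd1c+/+ mice, and lowered 44 and raised 5 in Gramd1c−/− mice. Of these, 41 genes were called in both genotypes (37 lower and 4 higher), where independent lists of these sizes would share 0.149 lower and 0.00499 higher genes. All 74 genes called in either genotype had the same sign in both. Besides Sqle, genes called lower with a small adjusted p were Cyp51 (log2 fold change -3.29 in Gramd1c+/+ and -3.41 in Gramd1c−/− mice), Nsdhl (-2.77 and -3.05), Msmo1 (-2.98 and -3.40), Lss (-1.99 and -2.18), Fdps (-2.99 and -3.22), Idi1 (-4.16 and -4.21) and Rdh11 (-2.10 and -2.18), with Mvd in Gramd1c+/+ mice (-3.60) and Mvk in Gramd1c−/− mice (-2.15). All of these but Rdh11 encode enzymes of cholesterol synthesis.
Adam11 was raised in both genotypes (3.17 and 3.01), as were Tpm2, a tropomyosin (1.33 and 1.65), 1700080G11Rik (1.75 and 2.12) and Inmt, a methyltransferase (1.00 and 1.28). The other genes called higher with the smallest adjusted p were, in Gramd1c+/+ mice, Spsb4 (1.47), Gdf15, a stress-responsive cytokine (2.02), 9130409I23Rik (1.53), Gm35986 (1.32), Gm49759 (1.13), Abcg5, a sterol exporter (0.82), Rab20 (0.67) and Rnf145, an E3 ligase (0.61), and, in Gramd1c−/− mice alone, Gm44202 (4.72). Of the higher genes named, Adam11 in both genotypes and Spsb4 kept their call without any 1 mouse; the other calls of these genes were each lost without at least 1 mouse (adjusted p up to 0.174). In Gramd1c+/+ mice leaving out any 1 of the 10 lost some of them, and in Gramd1c−/− mice leaving out any 1 of the 4 on low cholesterol did.
Between genotypes, edgeR called 1 gene on low and 1 on high cholesterol, Gramd1c in both. At an unadjusted p below 0.05 there were 400 and 364 genes, where 751 are expected by chance. On low cholesterol the count depended on the model. It was 928 of 14260 genes with only the groups compared and 1004 of 15016 with voom and sample weights, both above chance. Every other setting stayed below chance there. On high cholesterol these settings gave 184 of 14351 and 275 of 15016 genes, both below chance. The genotype by diet interaction was called for 0 genes (250 at an unadjusted p below 0.05), and for 0 genes by DESeq2, voom and limma on log2 TPM too. The number called for the diet depended on single mice: in Gramd1c+/+ mice it was 42 without replicate 2 on low and 41 without replicate 2 on high cholesterol. The number raised was 2 in Gramd1c+/+ mice without replicate 1 on low cholesterol, and in Gramd1c−/− mice 1 without replicate 2 on low and 11 without replicate 4 on high cholesterol. With the replicate number of the labels as a block, the number called in either direction was 47 in Gramd1c+/+ and 36 in Gramd1c−/− mice.

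**Figure D2:**
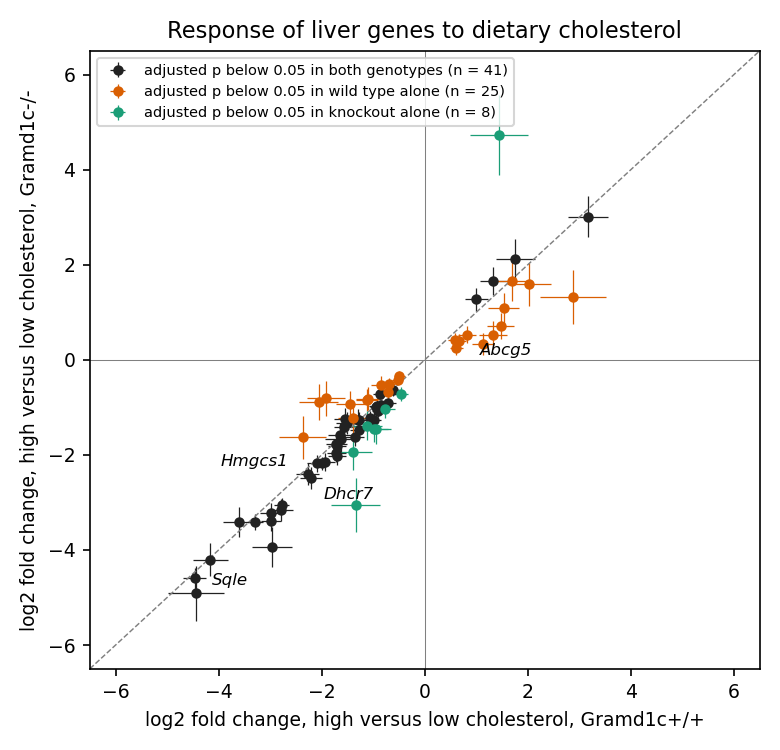
Log2 fold change, high against low cholesterol, in Gramd1c+/+ mice (x axis) and Gramd1c−/− mice (y axis) of the 74 genes called in either genotype, with bars for the standard error. Genes called in both (41), in Gramd1c+/+ mice alone (25) and in Gramd1c−/− mice alone (8) are marked, and all lie in the quadrants of equal sign.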

### *Gramd1c*-null male mice also have modest alterations in whole body sterol balance

Given previous reports (Sandhu et al., 2018) have shown that *Gramd1b* can be a direct transcriptional target of the nuclear hormone receptor liver X receptor (LXR), we next treated male *Gramd1c* ^+/+^ and *Gramd1c* ^−/−^ mice with a pharmacologic LXR agonist (Figure 10). Much like in female mice (Figures 1–9), males lacking *Gramd1c* ^−/−^ had normal plasma and liver cholesterol levels both under vehicle and GW3965-treated conditions (Figures 10A–G). Although there were some modest trends, *Gramd1c* ^−/−^ mice also did not have statistically significant differences in hepatic oxysterol levels (Figures 10H,I). Although *Gramd1c* ^−/−^ mice did not have altered steroid hormone levels under vehicle-treated conditions (Figures 10J–L), upon LXR agonist treatment *Gramd1c* ^−/−^ mice had slightly elevated plasma cortisol levels and reduced levels of corticosterone (Figure 10K) compared to *Gramd1c* ^+/+^ mice. All other steroid hormones measured were not altered in *Gramd1c* ^−/−^ mice (Figure 10L).

**FIGURE 10:**
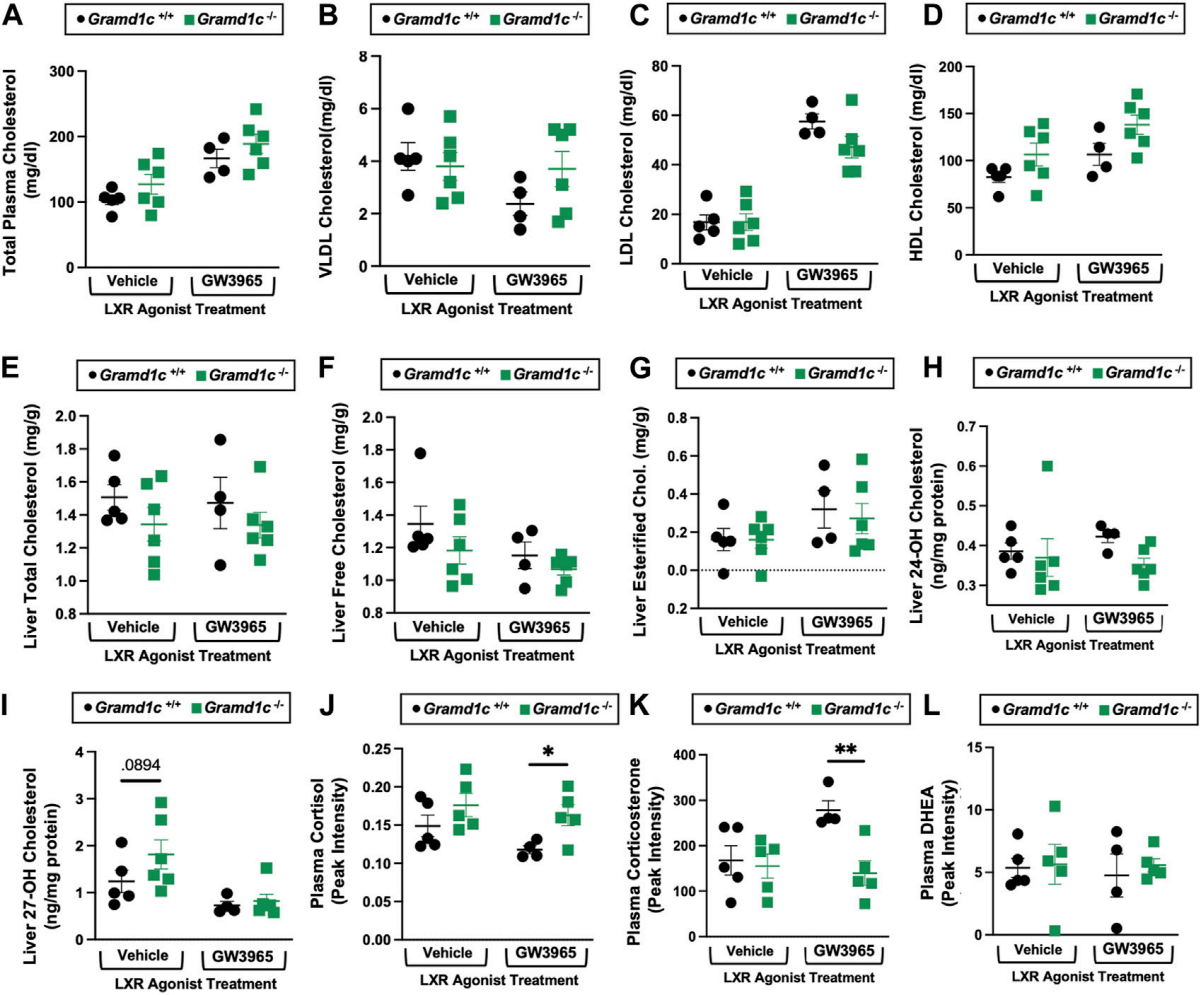
Global deletion of *Gramd1c* does not significantly alter circulating or hepatic cholesterol levels in male mice. At 8 weeks of age, male wild type (*Gramd1c* ^+/+^) or *Gramd1c* knockout mice (*Gramd1c* ^−/−^) were maintained on a standard chow diet in the absence (vehicle) or presence of the LXR agonist GW3965 (40 mg/kg per day) for 7 consecutive days. **(A)** Total plasma cholesterol levels were measure by gas chromatography-tandem mass spectrometry (GC-MS/MS). **(B–D)** Plasma was subjected to size exclusion chromatography to examine total cholesterol distribution across very low density (VLDL), low density (LDL), or high density (HDL) lipoprotein fractions. In addition, a variety of hepatic lipids were quantified by targeted mass spectrometry assays including **(E)** liver total cholesterol, **(F)** liver free cholesterol, **(G)** liver esterified cholesterol, **(H)** 24-hydoxycholesterol (24-OH Chol.), and **(I)** 27-hydroxycholesterol (27-OH Chol.) The plasma levels of various steroid hormones including **(J)** cortisol, **(L)** corticosterone, and **(L)** dehydroepiandrosterone (DHEA) were measured semi-quantitatively by liquid chromatography-tandem mass spectrometry (LC-MS/MS). Data are presented as mean ± SEM from n = four to six mice per group. *(*p* ≤ 0.05), **(*p* ≤ 0.01) = significantly different when comparing *Gramd1c* ^+/+^ and *Gramd1c* ^−/−^ mice within each drug treatment group.

## Discussion

It has been nearly 5 years since the original discovery of the Aster protein family as novel regulators of non-vesicular transport of PM cholesterol to the ER (Sandhu et al., 2018). This seminal report unequivocally established that Aster-B plays an essential roles in cholesterol balance and steroid hormone production, given that *Gramd1b* ^−/−^ mice have very low levels of cholesteryl ester storage in the adrenal gland (Sandhu et al., 2018). However, the cell autonomous and systemic roles of Aster-A and Aster-C in cholesterol uptake and metabolism have been more elusive. Given the tissue-specific expression patterns of Aster proteins, and unique nuclear hormone receptor-driven transcriptional control (i.e., LXR-driven transcription of *Gramd1b* and FXR-driven transcription of *Gramd1c*) (Sandhu et al., 2018; Xiao et al., 2023; Ferrari et al., 2023), it is logical to assume that each Aster protein may play unique roles in cholesterol homeostasis. Here, we have specifically addressed the role of Aster-C in tissue and systemic balance. The main findings of this work are: 1) Aster-C does not play a quantitatively important role in determining plasma, liver, or fecal levels of cholesterol itself, cholesterol synthetic intermediates, oxysterols, or phytosterols, 2) Global deletion of *Gramd1c* is associated with reduced deoxycholic acid and increased plasma cortisol, but only in low cholesterol diet-fed settings, 3) *Gramd1c* ^−/−^ mice did not show alterations in sterol-sensitive genes in the liver, but instead showed altered expression of genes in major urinary protein (MUP) and cytochrome P450 (CYP) families only under low dietary cholesterol conditions. Collectively, our results show that Aster-C plays a relatively minor role in whole body sterol balance under conditions where dietary cholesterol is limited or in excess.

Although global *Gramd1c* ^−/−^ mice show a relatively minor phenotype, when compared to the striking adrenal phenotype in *Gramd1b* ^−/−^ mice (Sandhu et al., 2018), a plausible explanation is the potential for functional redundancy of Aster proteins in tissues where several are co-expressed together. For instance, the adrenal gland has relatively high expression of Aster-B compared to Aster-A and Aster-C, and therefore deletion of *Gramd1b* has a profound impact on adrenal cholesterol ester storage (Sandhu et al., 2018). In contrast, the liver expresses all three Gramd1 genes, and there is emerging evidence of functional redundancy. In support of this, findings here show that global deletion of Gramd1c does not alter hepatic sterol homeostasis. However, a recent study by the Tontonoz group (Xiao et al., 2023) demonstrated that hepatocyte-specific deletion of both *Gramd1a* and *Gramd1c* (i.e., hepatocyte-specific *Gramd1a* and *Gramd1c* double knockout) have impaired movement of lipoprotein-derived free cholesterol out of the body via RCT. In further support of functional redundancy, only double knockout of both *Gramd1b* and *Gramd1c* in intestinal enterocytes, but not single deficiency, can reduce intestinal cholesterol absorption (Ferrari et al., 2023). Also, the ability of Chinese hamster ovary (CHO-K1) cells to esterify LDL-derived cholesterol depends on the deletion of all three Aster proteins (A, B, and C), whereas single deletion had modest to no effect (Trinh et al., 2021). Given there is some interest in potentially drugging the Aster proteins for disease of cholesterol imbalance like atherosclerosis and some cancers (Xiao et al., 2021), it will be imperative to understand where functional redundancy exists and those situations where one family member can be selectively targeted for therapeutic benefit.

Although there is mounting evidence of functional redundancy for Asters, further studies are needed to understand where certain family members predominate. For example, it is clear that LXR-driven expression of Aster-B is essential for the esterification and storage of cholesterol esters in the adrenal gland, and that Aster-A and -C cannot combine to overcome the loss of Aster-B (Sandhu et al., 2018). Here we show that under conditions of global Aster-C deficiency, there is clearly significant reduction in the major bile acid species deoxycholic acid (Figure 7A). Given recent reports showing that *Gramd1c* is a direct transcriptional target of the bile acid sensing nuclear receptor FXR (Xiao et al., 2023), additional studies are needed to further understand whether Aster-C-driven modulation of bile acid homeostasis may hold therapeutic potential in liver disease (Wang et al., 2020). In addition to cholesterol transport, Aster proteins have also been shown to transport carotenoids in the retina (Bandara et al., 2022). It is interesting to speculate whether diverse Aster proteins including Aster-C may play a broader role in lipid transport and metabolism beyond sterols and carotenoids. Of potential interest in this study, the clear upregulation of the hepatic major urinary protein (MUP) genes (*Mup7*, *Mup11*, *Mup12*, and *Mup20*) may be worth further exploration. MUP proteins are lipid-binding proteins within the lipocalin family, and are known to carry diverse lipid cargos in the bloodstream and urine for the purpose of chemical signaling (Zhou and Rui, 2010). Additional work is clearly needed to fully understand the specific role of Aster-C in lipid transport and metabolism. In conclusion, this work shows that Aster-C plays a minor role in whole body sterol homeostasis. However, additional work is needed to determine whether this is simply due to functional redundancy of other Aster proteins or indicative of other elusive functions of Aster-C in lipid trafficking. Naito et al., 2023.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/genbank/, GSE250230.

How the deposited data were processed for this re-analysis (not part of the article)

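Bulk RNA sequencing of liver from 19 female mice was re-analysed, in the 4 groups given by genotype and diet: 5 Gramd1c+/+ and 4 Gramd1c−/− mice on low cholesterol and 5 of each genotype on high cholesterol. Each mouse gave 1 library, and no libraries were pooled. The authors deposited raw counts per Ensembl gene, 1 table per mouse, with the position and length of each gene. The values are whole numbers and were not normalized. The submitters name STAR 2.5.2b and GRCm38. The counting tool, the strand setting, the annotation release and any trimming are not given in the sources used here. Of 49315 genes, 48970 were matched to a symbol by identifier and 44858 had the same coordinates as in GENCODE M21, while 259 were not in that release. The median total was 30159347 counts per mouse. The common biological coefficient of variation was 0.255, and how much the counting error at this depth adds to it was not tested. Gramd1c counts were checked against the genotype labels and did not contradict them in any mouse.

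Counts were tested with edgeR 4.0.16 in R 4.3.3: TMM library sizes, the filter filterByExpr by group with its minimum count of 10, 1 coefficient per group for all 19 mice, and the quasi-likelihood F test. The comparisons were genotype on each diet, diet in each genotype, genotype averaged over both diets and the genotype by diet interaction. Genes were called at a Benjamini-Hochberg adjusted p below 0.05. Genes that the paper reports were also tested on TPM with two-sided exact permutation tests of the difference of means (126 or 252 splits, and 31752 for the difference between the diets), adjusted over these 22 genes where the text says so. The test of the difference between the diets compared TPM means, not log2 values. It is exact only where the shuffled labels have no effect at all, so it is not an exact test of an equal genotype effect on both diets. The rules, lists and comparisons were fixed before the data were examined. Named genes were to be every gene whose liver mRNA the paper reports, the 10 higher and 10 lower genes with the smallest adjusted p in each comparison, up to 4 members of each gene list with the smallest p, and called genes near Gramd1c. Some genes that this rule selects are not reported here. The paper's own figure had been seen before. Genes outside this rule (Cyp3a11 and Cyp3a25, and the marker genes of single libraries) were chosen after their values were seen.

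In total 37 gene lists were tested with camera of limma 3.58.1 at its preset correlation of 0.01, adjusted over the lists within a comparison, and with an estimated correlation and fry beside it. They held genes the paper names, sterol and lipid metabolism, bile acids, the Mup and Cyp3a families, sex-biased liver genes, hormone, clock, xenobiotic and PPAR-alpha targets, mitochondrial genes, stress and inflammation, and markers of liver zones and of cell types. On simulated counts with 200 changed genes per comparison, the test recovered 68.7% of 2-fold and 92.5% of 4-fold diet effects in Gramd1c+/+ mice, and 29.9% of 2-fold, 73.1% of 4-fold and 89.4% of 8-fold interactions. In the mice 250 genes had an unadjusted p below 0.05 for the interaction, fewer than the 751 expected by chance, so the recovery need not hold for them.

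Alternatives were DESeq2 1.42.0 with its own size factors, RLE in place of TMM, TMM without Mup and mitochondrial genes, no filter, a stricter filter, only the groups compared, the replicate number as a block (47 genes for diet in Gramd1c+/+ mice), a term for the 2 runs of animal numbers, limma on log2(TPM + 1), voom with sample weights, a minimum log2 fold change of 1, and each mouse left out in turn. Leaving out 2 or 3 libraries that stood apart was chosen after seeing the data. Replicate numbers did not pair the mice: over 27 pairs with the same number the mean correlation of the residuals was -0.069, and over 108 pairs with different numbers 0.017. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Correlations used 100000 permutations. Other data of the paper (plasma and tissue lipids, protein blots and the male cohort) were not analysed here.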

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

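The tests of count composition, of the sums over all Cyp3a and all Mup genes, of adrenal tissue, steroid synthesis, gallbladder, nuclear RNA and depth were chosen after the result was seen.

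In Gramd1c−/− mice on low cholesterol the Cyp3a and Sult3a2 genes were lower and the Mup genes higher, and the paper's Cyp3a and Sult3a2 list differed between the diets in its genotype effect (camera adjusted p = 0.0351 with an estimated correlation, fry adjusted p = 0.388). The paper names these genes for that pattern in the same mice, so the list test is no independent evidence for it. A few genes taking most of the counts is argued against: on low cholesterol the 20 most abundant genes took 24.3 to 25.6% of the counts in Gramd1c−/− and 22.6 to 26.6% in Gramd1c+/+ libraries, which allows a shift of the remaining genes of at most 0.057 on the log2 scale. Reads moving only among the 4 near-identical Cyp3a genes would leave their sum level, and is argued against by a log2 ratio of -2.63 for their summed counts (exact permutation test, p = 0.0159), as each of the 4 was lower in every Gramd1c−/− mouse. Reads shared with Cyp3a copies outside the 4 stay open. The sum over all 8 measured Cyp3a genes was 3958 ± 466 (SD, n = 4) CPM in Gramd1c−/− and 4266 ± 796 (SD, n = 5) CPM in Gramd1c+/+ mice, a log2 ratio of -0.11 (exact permutation test, p = 0.516), and its spread exceeds the 351 CPM by which the 4 genes differed. Reads moving only between Mup copies would leave the sum of the family level, and is argued against by the sum over all 19 measured Mup genes, at 6473 ± 944 (SD, n = 4) CPM in Gramd1c−/− and 4532 ± 1091 (SD, n = 5) CPM in Gramd1c+/+ mice (log2 ratio 0.51, exact permutation test, p = 0.0317), while the sum of the 4 had a log2 ratio of 1.84. A rise of other Mup copies, with some of their reads counted for the 4, stays open. The family sum cannot decide it, since the 4 held a small part of that sum (204 CPM in Gramd1c−/− and 56.7 CPM in Gramd1c+/+ mice). A candidate explanation that stays open is a shift of the sex-biased liver program: the score of 17 male-biased minus 24 female-biased genes, the paper's genes left out, was 0.847 ± 0.703 (SD, n = 4) in Gramd1c−/− and -0.624 ± 0.610 (SD, n = 5) in Gramd1c+/+ mice (exact permutation test, p = 0.00794, the smallest possible), and on high cholesterol the difference was 0.0011 (exact permutation test, p = 1.0), which rests on single mice: it was -0.83 without replicate 5 of Gramd1c−/− and 0.58 without replicate 1 of Gramd1c+/+ mice. Mouse by mouse, centred on group means, the score had r = -0.837 with the Cyp3a and Sult3a2 mean (permutation p = 0.000530, adjusted 0.00159 over 3 relations, rho = -0.695 with p = 0.00365, r = -0.632 without the 2 mice farthest from the median, and -0.701 and -0.915 in the 2 runs of animal numbers) and r = 0.804 with the Mup mean (permutation p = 0.00359, adjusted 0.00538, rho = 0.593 with p = 0.0205, r = 0.494 without these 2 mice, and 0.522 and 0.866 in the runs), while the Cyp3a and Mup means had r = -0.439 (permutation p = 0.190, rho = -0.116 with p = 0.695). The hypothesis was found and tested on the same mice, and hormones of these mice were not analysed here.

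Replicate 2 of Gramd1c+/+ mice on low cholesterol held transcripts of the adrenal gland and of fat, with Cyp21a1 at 190.6 TPM (0 to 0.73 in the other 18 libraries), Chga at 12.6 TPM (0 to 0.090) and Cfd at 108.1 TPM (0.22 to 3.21), and replicate 3 of Gramd1c−/− mice on high cholesterol held Dmbt1 at 251.0 TPM (0 to 0.99) and Actg2 at 15.6 TPM (0.054 to 1.65). Steroid synthesis by the liver cells of the first mouse would not raise chromaffin cell genes, but 5 of 6 genes of the adrenal medulla were over 5 times the next library. RNA of adrenal tissue stays open, since 8 of 12 cortex and medulla genes were highest by over 5 times where at least 9 had been asked for; counted afterwards, all 8 of the genes below 1 TPM in every other library were among them, and the remaining 4 are expressed in other libraries too. RNA of gallbladder in the second library stays open and met its test, with 11 of 12 epithelium and wall genes highest there and 1 of 8 gastric, intestinal and renal genes. No biological explanation was tested for the second library.

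Replicate 5 of Gramd1c−/− mice on high cholesterol had the nuclear noncoding RNA Malat1 at 282.3 TPM (6.90 to 69.2 in the other libraries). A difference in depth is argued against by the library nearest in total count (27172732 against 27149972), which had Malat1 at 19.04 TPM. A larger share of nuclear RNA stays open, since 5 of 7 other measured nuclear noncoding RNAs were highest here where at least 6 had been asked for. No biological explanation was tested.

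Among 108 groups of 4 or 5 mice tested for a mouse far from the others, 19 held one, where 5.4 are expected by chance (1 in 20). Replicate 5 of Gramd1c−/− mice on high cholesterol lay above its group for Gramd1a (8.62 TPM, others 3.03 to 4.36), Gramd1c (3.61 TPM, others 1.07 to 1.67), Mup7 (203.5 TPM, others 1.79 to 12.5), Mup20 (812.8 TPM, others 100.7 to 225.6), Slc22a28 (19.1 TPM, others 1.83 to 4.33) and Susd4 (7.00 TPM, others 1.29 to 2.66). Gramd1b was high in replicate 2 of Gramd1c+/+ mice on low cholesterol (3.47 TPM, others 0.53 to 0.71) and in replicate 3 of Gramd1c−/− mice on high cholesterol (1.67 TPM, others 0.71 to 0.96). Replicate 3 of Gramd1c−/− mice on low cholesterol was high for Cyp3a41a (100.1 TPM, others 12.1 to 24.0), Cyp3a41b (2.35 TPM, others 0.20 to 0.35) and Sult3a2 (9.57 TPM, others 1.84 to 3.11), and replicate 4 for Mup20 (479.7 TPM, others 174.7 to 222.4) and Slc41a2 (5.39 TPM, others 3.45 to 3.59). Replicate 1 of Gramd1c+/+ mice on high cholesterol was high for Mup7 (74.8 TPM, others 1.16 to 8.82) and Mup20 (611.4 TPM, others 90.1 to 147.0). Mup7 was high in replicate 4 of Gramd1c+/+ mice on low cholesterol (15.6 TPM, others 2.32 to 5.22), and Slc41a2 in replicate 4 of Gramd1c−/− mice on high cholesterol (5.02 TPM, others 2.38 to 2.84). Among Gramd1c+/+ mice on high cholesterol, replicate 4 had a total of 34669648 counts (others 28493865 to 30159347) and replicate 3 had 7.27% mitochondrial counts (others 5.17 to 5.57%).

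Of the genes called for diet, 62 in Gramd1c+/+ and 44 in Gramd1c−/− mice are not named in the paper. The fatty acid synthesis list, which the paper does not discuss, was lower on high cholesterol in Gramd1c−/− mice (camera adjusted p = 0.0167 with an estimated correlation). In Gramd1c+/+ mice this list passed with the preset correlation but not with an estimated one. Its diet effect did not differ detectably between the genotypes by camera with an estimated correlation.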

How the results depend on the processing

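The settings that leave out 2 or 3 libraries, and all settings for genes that the paper does not name, were chosen after seeing the data. Gramd1c was called lower in Gramd1c−/− mice on each diet, and was the only gene called, in every alternative tested over all genes and without any 1 mouse, and the interaction stayed at 0 genes (edgeR with each change of scaling, filter or samples, DESeq2, voom and limma). Sqle, Hmgcs1 and Dhcr7 were called lower on high cholesterol in both genotypes in every alternative run, with log2 fold changes from -4.69 (Sqle) to -2.01 (Dhcr7). The number of genes called for diet, 66 in Gramd1c+/+ and 49 in Gramd1c−/− mice, rose to 110 and 91 with DESeq2, and the cause was not tested. In the other alternatives it was 44 to 81 and 36 to 70, with 47 and 36 for the replicate block. Without each mouse in turn it was 41 to 65 in Gramd1c+/+ mice (42 without replicate 2 on low and 41 without replicate 2 on high cholesterol, each with fewer mice) and 34 to 55 in Gramd1c−/− mice. The genes raised by high cholesterol, 15 in Gramd1c+/+ and 5 in Gramd1c−/− mice, numbered 6 to 27 and 2 to 26 over the alternatives (the highest with DESeq2) and 2 to 16 and 1 to 11 without each mouse in turn (the lowest without replicate 1 of Gramd1c+/+ and replicate 2 of Gramd1c−/− mice on low cholesterol). The genes lowered, 51 and 44, numbered 38 to 83 and 33 to 65 over the alternatives and 37 to 55 and 33 to 44 without each mouse in turn. The cause was not tested. Of the list tests, 72 were lost with an estimated correlation and 150 kept their side of the threshold. Fatty acid synthesis genes called for diet numbered 4 in Gramd1c−/− mice, but 7 with DESeq2, 2 with the stricter filter, with only the groups compared or with a term for the runs of animal numbers, and 1 with the replicate block or limma on log2 TPM. In Gramd1c+/+ mice they numbered 2, but 5 with DESeq2 and 1 with only the groups compared, the term for the runs or limma on log2 TPM. LXR targets called in Gramd1c+/+ mice numbered 2, but 1 with the replicate block or the term for the runs and 0 with limma on log2 TPM, and in Gramd1c−/− mice 0, but 1 with DESeq2. Mitochondrially encoded mRNAs called in Gramd1c+/+ mice numbered 0, but 1 with limma on log2 TPM. The cause was not tested. At a depth of 27149972 or more counts, the standard error of the log2 fold change on low cholesterol was 1.14 for Cyp3a41b, at 0.801 TPM in Gramd1c−/− mice, and 1.26 for Mup7, at 72.3 TPM, so that abundance alone did not set the precision, and how much depth limits it was not tested.

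The log2 fold changes that turned direction under an alternative all belong to genes that were not called in that comparison, and the cause was not tested. With the replicate number as a block, the turned log2 fold changes were for genotype on low cholesterol Gramd1a at 0.034, Hmgcs1 at -0.032 and Cyp3a11 at -0.014, for genotype on high cholesterol Mup7 at -0.32, Mup20 at -0.0061 and Slc22a28 at -0.19, for diet in Gramd1c−/− mice Gramd1c at -0.083 and Mup20 at -0.42. With limma on log2 TPM, the turned log2 fold changes were for genotype on low cholesterol Sqle at 0.0025, for genotype on high cholesterol Slc22a28 at -0.036, for diet in Gramd1c−/− mice Mup20 at -0.31, for genotype over both diets Hmgcs1 at 0.025. With voom and sample weights, the turned log2 fold changes were for genotype on low cholesterol Sqle at 0.054 and Dhcr7 at 0.0078, for genotype on high cholesterol Hmgcs1 at 0.036, Mup20 at -0.046, Slc22a28 at -0.21 and Slc41a2 at 0.020, for diet in Gramd1c−/− mice Gramd1c at -0.31, Mup12 at -0.12 and Mup20 at -0.45, for the interaction Gramd1c at -0.15, for genotype over both diets Gramd1a at -0.045, Sqle at 0.011 and Hmgcs1 at 0.068. With a term for the runs of animal numbers, the turned log2 fold changes were for genotype on low cholesterol Hmgcs1 at -0.0045, for diet in Gramd1c−/− mice Mup20 at -0.21. Without the libraries with adrenal or gallbladder transcripts (replicate 2 of Gramd1c+/+ mice on low and replicate 3 of Gramd1c−/− mice on high cholesterol), the turned log2 fold changes were for genotype on low cholesterol Cfd at 0.65 and Cyp3a11 at -0.091, for genotype on high cholesterol Krt19 at -0.10 and Epcam at -0.15, for diet in Gramd1c+/+ mice Gramd1b at 0.22, for diet in Gramd1c−/− mice Mup11 at 0.14, for genotype over both diets Gramd1b at 0.058. Without these 2 libraries and replicate 5 of Gramd1c−/− mice on high cholesterol, the turned log2 fold changes were for genotype on low cholesterol Cfd at 0.65 and Cyp3a11 at -0.091, for genotype on high cholesterol Gramd1a at -0.077, Mup7 at -1.22, Mup20 at -0.55, Slc22a28 at -0.76, Krt19 at -0.075, Krt7 at -0.26 and Epcam at -0.17, for diet in Gramd1c+/+ mice Gramd1b at 0.22, for diet in Gramd1c−/− mice Gramd1c at -0.32 and Mup20 at -0.73, for the interaction Gramd1a at -0.014 and Gramd1c at -0.088, for genotype over both diets Gramd1a at -0.070, Gramd1b at 0.028 and Hmgcs1 at 0.045.

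Leaving out each mouse in turn also turned some log2 fold changes of genes that were not called. For genotype on low cholesterol they ran from -0.95 to 0.0050 (Gramd1b), -0.18 to 0.12 (Sqle), -0.15 to 0.14 (Hmgcs1), -0.20 to 0.092 (Dhcr7), -5.31 to 0.66 (Cfd), -0.078 to 0.088 (Cyp3a11), -0.15 to 0.036 (Cyp3a25). For genotype on high cholesterol they ran from -0.11 to 0.41 (Gramd1a), -0.44 to 0.61 (mt-Tq), -1.55 to 3.34 (Mup7), -0.081 to 1.57 (Mup12), -0.70 to 1.12 (Mup20), -0.98 to 0.72 (Slc22a28), -0.59 to 1.37 (Sult3a2), -0.10 to 4.00 (Krt19), -0.15 to 1.15 (Epcam). For diet in Gramd1c+/+ mice they ran from -0.73 to 0.23 (Gramd1b), -0.26 to 2.57 (Mup7). For diet in Gramd1c−/− mice they ran from -0.30 to 0.28 (Gramd1c), -1.39 to 0.30 (Mup11), -0.12 to 1.25 (Mup12), -0.88 to 0.51 (Mup20), -0.24 to 1.33 (Sult3a2). For the interaction they ran from -0.019 to 0.52 (Gramd1a), -0.14 to 0.44 (Gramd1c), -0.28 to 0.021 (Sqle), -0.24 to 0.041 (Hmgcs1). For genotype over both diets they ran from -0.10 to 0.15 (Gramd1a), -0.33 to 0.15 (Gramd1b), -0.13 to 0.017 (Hmgcs1).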

Differences from the paper's values

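The paper states no expression values in its text. Of the mean TPM read by eye from Fig. 9 for 20 genes in 4 groups (80 means), 0 differed from those computed here by more than both the spread between mice and 1.5 times.

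The paper's text calls the 14 genes from mt-Ti to Susd4 changed in low cholesterol-fed Gramd1c−/− mice. None of them was called here over all genes by edgeR (adjusted p = 0.999), nor by DESeq2, voom or limma on log2 TPM. Adjusted over the paper's 22 genes alone, edgeR did not call mt-Ti (adjusted p = 0.0513), Mup12 (0.0521), Mup20 (0.0655) or Slc22a28 (0.0655). It called the rest of the 14. The unadjusted exact permutation test of TPM, set before the data were examined, calls all 14 (p = 0.00794 to 0.0238), with the direction the paper states where it states one (its text gives none for Slc22a28, Slc41a2 and Susd4). The paper reports these 14 genes as changed in the same mice, and its figure had been seen before. The tests of these genes here are therefore no independent evidence.

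The paper states that mt-Ti, mt-Tq, the 4 Cyp3a and the 4 Mup genes changed under low cholesterol alone, and lists Slc22a28, Slc41a2, Sult3a2 and Susd4 as altered there. Over all genes the test of the difference between the diets called 0 (250 at an unadjusted p below 0.05). Over the paper's 22 genes the exact permutation test called the 4 Cyp3a genes (adjusted p 0.0249 to 0.0296) and not mt-Ti (0.881), mt-Tq (0.449), the 4 Mup genes (0.794 to 0.960), Slc22a28 (0.685), Slc41a2 (0.100), Sult3a2 (0.0868) or Susd4 (0.0564), and edgeR over the same genes also called Slc41a2 (0.0202) and Susd4 (0.0345).

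For Cyp3a16, Fig. 9 marks a difference on both diets, lower in Gramd1c−/− mice on low and higher on high cholesterol, while the paper's text names the low cholesterol diet alone. The log2 fold change here was 2.498 on high cholesterol (exact permutation test of TPM, p = 0.0952, edgeR adjusted p = 1.00).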

Other observations

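Some genes of fatty acid synthesis were called lower on high cholesterol. Of 16 measured, 2 were called lower and none higher in Gramd1c+/+ mice (9 lower and 1 higher when adjusted over the list alone), and 4 lower and none higher in Gramd1c−/− mice (10 lower when adjusted over the list alone). Acss2, which makes acetyl-CoA from acetate, had a log2 fold change of -1.64 in Gramd1c+/+ and -1.58 in Gramd1c−/− mice, and Fads1, a fatty acid desaturase, -0.85 and -0.95. Fasn, the fatty acid synthase, had -1.45 in Gramd1c−/− mice and Acly, which makes acetyl-CoA from citrate, -1.38. Leaving out each mouse in turn, Fads1 was still called in 1 of 10 fits in Gramd1c+/+ and 2 of 9 in Gramd1c−/− mice, Fasn in 1 of 9 and Acly in 3 of 9 (adjusted p up to 0.190, 0.171, 0.217 and 0.259), and Acss2 in all. The list had a camera adjusted p of 9.82e-11 in Gramd1c+/+ mice with the preset correlation (adjusted p = 0.0608 with an estimated correlation) and 3.17e-15 in Gramd1c−/− mice (adjusted p = 0.0167). Of 9 LXR targets in Gramd1c+/+ mice, Abcg5, a sterol exporter, was called higher and Pltp, a phospholipid transfer protein, lower (-1.39), and with each mouse left out in turn Abcg5 was still called in 2 and Pltp in 1 of 10 fits (adjusted p up to 0.139 and 0.172). The list had a camera adjusted p of 0.0264 (adjusted p = 0.568 with an estimated correlation). Other SREBP2 targets included Insig1 (-1.28 and -1.27) and Stard4 (-1.27 and -1.49). The other SREBP2 targets had a camera adjusted p of 3.34e-08 and 1.06e-07 with an estimated correlation.

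Of 16 glucocorticoid-responsive genes, 15 had a negative log2 fold change in Gramd1c−/− mice on low cholesterol, with a median of -0.45 and Sgk1 at -0.54, and 16 on high cholesterol, with a median of -0.22, none called (camera adjusted p = 7.80e-05 and 0.00725 preset, adjusted p = 0.228 and 0.403 with an estimated correlation). The Aster family and intracellular sterol transport list, which holds Gramd1c, had an adjusted p of 0.0542 on low cholesterol and 0.0155 over both diets with an estimated correlation, and Gramd1c was its 1 called gene. On high cholesterol the markers of cholangiocytes Krt19 and Krt7 had log2 fold changes of 3.69 and 1.75 in Gramd1c−/− mice, which turned to -0.0998 for Krt19 without replicate 3, the library with gallbladder transcripts. Of the adipocyte markers on low cholesterol, Cfd had -4.46, which turned to 0.66 without replicate 2 of Gramd1c+/+ mice, the library with adrenal and fat transcripts. Cyp3a25 had -0.040 on low cholesterol. Of the xenobiotic response genes on high cholesterol, Gstm1 had -0.66 (standard error 0.18) and Gstm3 -0.94 (0.34).

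For the remaining lists in Gramd1c−/− against Gramd1c+/+ mice on low cholesterol, the number of positive log2 fold changes and the camera adjusted p with the preset and with an estimated correlation were as follows, and no member was called by edgeR apart from those named. Lipid and bile acid lists were cholesterol synthesis (9 of 20 positive, 0.536 preset, 0.878 estimated), other SREBP2 targets (5 of 9 positive, 0.875 preset, 0.940 estimated), LXR targets (4 of 9 positive, 0.622 preset, 0.878 estimated), fatty acid synthesis (7 of 16 positive, 0.875 preset, 0.940 estimated), bile acid synthesis (6 of 14 positive, 0.913 preset, 0.940 estimated), bile acid transport and FXR signalling (12 of 15 positive, 0.461 preset, 0.878 estimated) and PPAR-alpha targets (10 of 14 positive, 0.424 preset, 0.878 estimated). Regulatory and stress lists were growth hormone and STAT5 signalling (9 of 12 positive, 0.492 preset, 0.674 estimated), circadian clock (8 of 18 positive, 0.449 preset, 0.795 estimated), autophagy and lysosome (6 of 19 positive, 0.303 preset, 0.706 estimated), acute phase and inflammation (4 of 13 positive, 0.875 preset, 0.940 estimated), ER stress and amino acid response (1 of 10 positive, 0.525 preset, 0.795 estimated) and nuclear genes of oxidative phosphorylation (19 of 72 positive, 0.00554 preset, 0.878 estimated). Zone and cell type lists were pericentral hepatocyte genes (6 of 9 positive, 0.0975 preset, 0.674 estimated), periportal hepatocyte genes (3 of 9 positive, 0.303 preset, 0.878 estimated), hepatocyte markers (6 of 8 positive, 0.613 preset, 0.878 estimated), Kupffer cell and macrophage markers (2 of 8 positive, 0.875 preset, 0.940 estimated), sinusoidal endothelial markers (1 of 6 positive, 0.0143 preset, 0.415 estimated), stellate cell and fibroblast markers (5 of 7 positive, 0.613 preset, 0.878 estimated), cholangiocyte markers (4 of 5 positive, 0.643 preset, 0.878 estimated), lymphocyte and neutrophil markers (8 of 9 positive, 0.536 preset, 0.878 estimated), erythroid markers (2 of 5 positive, 0.663 preset, 0.878 estimated), adipocyte markers (0 of 3 positive, 0.0392 preset, 0.415 estimated) and exocrine pancreas and intestine markers (1 of 3 positive, 0.875 preset, 0.914 estimated). In all, 15 of 37 lists passed with the preset correlation on low cholesterol and 14 on high cholesterol, and 0 on either diet with an estimated correlation (smallest adjusted p 0.0542 and 0.0874) or with fry.

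Other splits of the same mice were counted over 100 splits, the real one included. Chance is excluded at 0.05 for the number of genes called for diet in Gramd1c+/+ mice (66 genes, 1 split as large, highest other 38) and in Gramd1c−/− mice (49 genes, 2 splits as large, highest other 313). For genotype the 1 gene called is Gramd1c itself, which has its own test, so that the counts say nothing of an effect on other genes. As a number of genes, 1 is excluded as chance on low cholesterol (1 split as large, highest other 0) and not on high cholesterol (5 splits as large, highest other 2513) or over both diets (5 splits as large, highest other 1412). For the interaction the number is 0, so that each of the 100 splits is as large (highest other 2) and the count decides nothing. Splits with 2513, 1412 and 313 genes call many times the real count, which points to a structure of the samples apart from genotype and diet. The first of them sets replicates 2 and 3 of Gramd1c+/+ and 1, 2 and 5 of Gramd1c−/− mice on high cholesterol against the other 5 mice of that diet. This split follows the first principal component, with scores of 14.1 to 83.1 in the named mice and -7.79 to 4.57 in the other 5. What sets this component was not tested.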
